# Comparative transcriptomic and proteomic analysis of *Arthrobacter* sp. CGMCC 3584 responding to dissolved oxygen for cAMP production

**DOI:** 10.1038/s41598-017-18889-4

**Published:** 2018-01-19

**Authors:** Huanqing Niu, Junzhi Wang, Wei Zhuang, Dong Liu, Yong Chen, Chenjie Zhu, Hanjie Ying

## Abstract

*Arthrobacter* sp. CGMCC 3584 is able to produce high yields of extracellular cyclic adenosine monophosphate (cAMP), which plays a vital role in the field of treatment of disease and animal food, during aerobic fermentation. However, the molecular basis of cAMP production in *Arthrobacter* species is rarely explored. Here, for the first time, we report the comparative transcriptomic and proteomic study of *Arthrobacter* cells to elucidate the higher productivity of cAMP under high oxygen supply. We finally obtained 14.1% and 19.3% of the *Arthrobacter* genome genes which were up-regulated and down-regulated notably, respectively, with high oxygen supply, and identified 54 differently expressed proteins. Our results revealed that high oxygen supply had two major effects on metabolism: inhibition of glycolysis, pyruvate metabolism, nitrogen metabolism, and amino acid metabolism (histidine, branched-chain amino acids and glutamate metabolism); enhancement of the tricarboxylic acid cycle and purine metabolism. We also found that regulation of adenylate cyclase and phosphodiesterase was not significant under high oxygen supply, suggesting efficient cAMP export might be important in cAMP production. These findings may contribute to further understanding of capacities of *Arthrobacter* species and would be highly useful in genetic regulation for desirable production.

## Introduction

Cyclic adenosine monophosphate (cAMP) is an important compound which exists in many living cells, and participates in the regulation of physiological actions, such as cell proliferation and differentiation, hormones synthesis and secretion, membrane protein activity, nervous activity, gene expression and so on^1–3^. Based on its functions, cAMP is used in pharmaceuticals and as feed additives. The industrial production of cAMP through microorganism attracts attention of researchers for low cost and environmental friendliness. The microbes, including *Microbacterium*, *Arthrobacter*, *Brevibacterium liquefacien*, *Corynebacterium roseoparaffineus*, *Corynebacterium murisepticum*, were reported to be able to produce cAMP^4,5^.

Our previous studies have demonstrated that a strain, *Arthrobacter* sp. CGMCC 3584, was capable of producing high yields of cAMP in culture media, through optimization of culture conditions and metabolic regulation on the fermentation process^6–8^. *Arthrobacter* species are among the most common aerobic culturable bacteria and exist in the nature widely, mainly in soil and in some extreme environments^9,10^. Their remarkable tolerance to various stresses contributes to the application of *Arthrobacter* species in contaminant degradation in complex and volatile environments^11^. Most genome and transcriptome researches of this genus focus on the genetic basis of the biodegradation and survival capacities, and available microarray data are rarely thus far. In the present study, DNA microarray-based transcriptomic analysis and two-dimensional (2D) gel electrophoresis technology and mass spectrum (MS) based proteomic analysis of *Arthrobacter* cells cultured under various oxygen supply conditions was conducted to dissect the molecular regulatory mechanism of cAMP production.

It has been reported that oxygen supply, which could influence nutrients uptake, cell metabolism and product yield, plays an important role in aerobic fermentation^12^. Oxygen can affect the expression patterns of genes involved in various cell functions including carbon metabolism, iron uptake and stress response^13^. Many transcriptomic studies were conducted to gain insight into the mechanism of fermentative lifestyle evolution under different conditions of oxygen availability. For instance, a microarray study on *Kluyveromyces lactis* showed that the availability of oxygen determined the fermentation pattern, with increasing the glucose metabolism and reducing fluxes in the pentose phosphate pathway under oxygen-limited conditions^14^. Another DNA microarray analysis of the full transcriptome of the *Bordetella pertussis* bacterium revealed that oxygen limitation during cultivation had a fully reversible effect on gene expression. Microarray analysis was also used to investigate the global gene expression of *Lactococcus lactis* subsp. *lactis* and results indicated that trehalose and GTP were implicated in bacterial adaptation to oxidative stress^15^. Our previous experiments confirmed dissolved oxygen (DO) level definitely affected cAMP production during fermentation^16^. However, the intrinsic relationship between oxygen supply and cAMP biosynthesis is still not so clear. Thus far, no transcriptomic and proteomic analysis of cAMP-producing bacterial cells has been reported. In this work, we try to comprehensively explore the underlying mechanisms of oxygen supply on cAMP biosynthesis, which will help to better understand the metabolic regulation mechanism of *Arthrobacter* species and provide valuable information for further improvement of cAMP production.

## Results

### Oxygen supply and cAMP production

In the 5-L fermenters, two batches of cAMP fermentation were carried out with agitation set at 150 and 350 r/min to construct low oxygen supply and high oxygen supply conditions, respectively. As shown in Fig. 1, the DO level showed a sharp drop in the initial phase of fermentation both in low and high oxygen supply. The DO concentration reduced to nearly zero at 3 h and began to rise until 36 h with 150 r/min agitation, while the DO was at a much higher level with 350 r/min agitation. After 66 h fermentation, the consumption of glucose under high oxygen supply was almost twice as under low oxygen supply. The highest DCW values and cAMP yields reached 4.91 ± 0.05 g/L and 2.34 ± 0.21 g/L, respectively, under low oxygen supply, and 10.94 ± 0.41 g/L and 11.17 ± 0.81 g/L, respectively, under high oxygen supply. The final cAMP yield on DCW reached 0.57 ± 0.027 g/g DCW and 1.02 ± 0.03 g/g DCW under low and high oxygen supply respectively. This result showed that the oxygen supply condition had a greater influence on cAMP production than cell growth.

**Figure 1:**
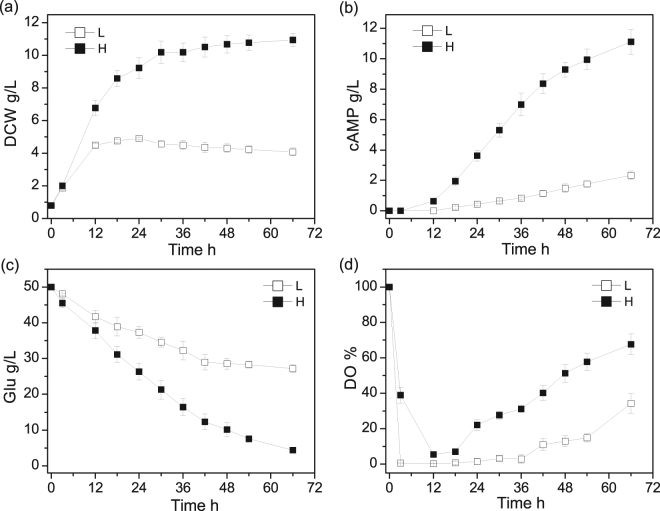
The time courses of DCW (**a**) and cAMP (**b**), and DO (**c**) and glucose (**d**) in the 5-L bioreactor fermentation with low oxygen supply (L) and high oxygen supply (H).

### General changes on transcriptional level

Cell samples of *Arthrobacter* sp. CGMCC 3584 were collected after 12 h, 24 h, 36 h and 48 h fermentation under different oxygen supply conditions for microarray analysis. 

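Cells with low oxygen supply were grown at an agitation of 150 r/min and cells with high oxygen supply at 350 r/min. RNA of 3 cultures was mixed for each array, so the 8 arrays gave 1 array per oxygen supply and time point, without replicates. Cy3-labelled RNA was hybridized to 60-base probes in a single-colour design. The authors deposited the values of each spot from the Agilent Feature Extraction software, which subtracts background but does not normalize between arrays, and a table of log2 values that had been quantile normalized with GeneSpring. The values given here were computed from the spots. The log2 processed signal of the 15203 gene spots of each array was averaged over the spots of a probe, without the 171 to 295 spots per array that the scanner software marked as outliers, and was quantile normalized across the 8 arrays over all 8263 gene probes. Of these probes, 4075 represent genes of the strain, 3381 of them by a gene name with 1 spot each and 694 by a probe identifier with 11 spots each. The normalized values of Table S1 of the paper matched those of the deposited table within 0.0001 on the log2 scale and gave gene names to 173 of these 694 probes, while 521 remained without a name. The other 4188 probes are named by coordinates alone and were left out of the gene counts. The positions of the genes on the genome are not known from the files.

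Ratios compare high with low oxygen supply, so a positive log2 ratio is a higher signal with high oxygen supply. A gene was counted as up-regulated at a ratio of at least 2 and as down-regulated at a ratio of at most 0.5. With 1 array per condition and time point no p-value can be given for a single time point, and the number of arrays limits the precision. The spots of the 694 probes with 11 spots had a median SD of 0.112 to 0.214 per array on the log2 scale. For a gene with 1 spot, the technical SD was taken from these probes at like signal. For a gene with 11 spots it is the SD of the mean over its spots, which is smaller than the SD between them. Combined over both arrays, this technical SD is the error given for a log2 ratio, and it does not include the variation between cultures. A probe was taken as well above background on an array when a share of at least 0.5 of its spots carried that mark of the scanner software. Between 3246 and 3561 of the genes had such a probe on the arrays of low oxygen supply and between 2986 and 3724 on those of high oxygen supply, with the fewest at 36 h under high oxygen supply. Where the probe of a gene was near background on 1 of the arrays, the change is given as a limit (at least N-fold), taken against the higher of its own value and the lowest value of the probes well above background on that array. No fold is given where the probe was near background on both arrays or where that limit falls below 1.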

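Across the 4069 genes with a value on every array, Pearson's r of the normalized log2 signal between arrays ranged from 0.884 to 0.981, a correlation across genes, which are not independent replicates. For 8 of 8 arrays, the most similar array had the same oxygen supply. The median r was 0.934 over the 12 pairs of arrays with the same oxygen supply and 0.947 over the 4 pairs of the same time point. Principal component 1 held 45.2% of the variance and component 2 held 22.1%. Oxygen supply accounted for 25.2% of the variation between the arrays, where its single degree of freedom would give 14.3% by chance, and time accounted for 51.3%, where chance would give 42.9%.

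**Figure D1:**
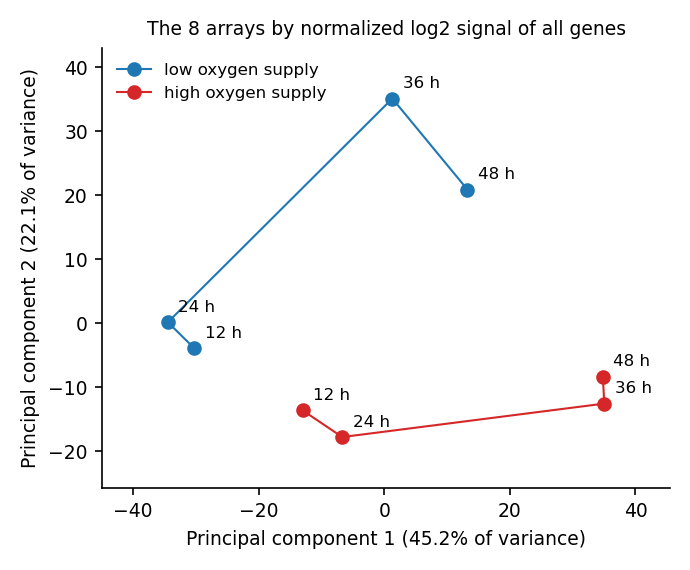
Scores of the 8 arrays on principal components 1 (45.2% of the variance) and 2 (22.1%), computed from the normalized log2 signal of 4069 genes. Each point is 1 array, lines join successive time points of the same oxygen supply, and the arrays of 36 h and 48 h lie to the right of those of 12 h and 24 h under both supplies.

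A single average effect of oxygen supply over the 4 time points was tested with limma, with the time point as a block and an intensity trend. The time points are successive stages of the fermentation and not replicates, so the test asks whether a gene differed the same way at all of them. At a Benjamini-Hochberg adjusted p under 0.05, 17 of 4075 genes had an average effect, 9 higher and 8 lower with high oxygen supply, while 974 genes had an unadjusted p under 0.05. The smallest adjusted p, 0.0410 from limma, was shared by 15 genes. Of these, gismo_orf713, gm_orf648, gismo_orf2231, gismo_orf711 and gismo_orf2772 had the smallest unadjusted p, each with the same direction at 4 of 4 time points. Their average log2 ratios were 2.27 (SE 0.21) for gismo_orf713, 2.88 (SE 0.28) for gm_orf648, -1.31 (SE 0.13) for gismo_orf2231, 2.90 (SE 0.31) for gismo_orf711 and 1.71 (SE 0.19) for gismo_orf2772. Under the alternative ways of computing the values and fitting the model, the adjusted p of these 5 genes from limma ranged from 0.00808 to 0.241. The count was the least stable to the choice of model: limma without the time block called 0 genes, with 485 at an unadjusted p under 0.05, and with normalized values raised to a floor, which is the lowest value of the probes well above background on each array, it called 139. Without the arrays of 12 h, 24 h, 36 h or 48 h, limma called 14, 3, 0 and 0 genes, with 909, 674, 587 and 880 at an unadjusted p under 0.05.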

The oxygen supply condition appeared to have a significant effect on global transcript levels in *Arthrobacter* sp. CGMCC 3584 for cAMP fermentation. 

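From the spot values, 407, 556, 806 and 533 of the 4075 genes passed the 2-fold criterion at 12 h, 24 h, 36 h and 48 h. Of these, 260, 385, 445 and 341 were well above background on both arrays of their time point. Among the genes represented by 11 spots, 48, 65, 114 and 78 were past 2-fold at the 4 time points, and for 45, 63, 111 and 76 of them the spots of the 2 arrays did not overlap. The background correction moved these counts the most among the ways of computing the values: the normexp method with an offset of 50, which lies above the median processed signal of every array (16.1 to 31.6) and so draws the ratios of weak probes towards 1, left 81, 127, 195 and 124 genes.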

As shown in Supplementary Table S1, 350, 507, 671 and 446 genes were identified to differentially express using an empirical 2-fold criterion, for 12 h, 24 h, 36 h and 48 h samples, respectively. Among these differentially expressed genes, 176, 189, 237 and 178 genes were up-regulated (ratio_high/low_ ≥ 2) with high oxygen supply for 12 h, 24 h, 36 h and 48 h samples, respectively. 

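Of the genes past 2-fold, 197, 207, 296 and 219 were up-regulated at 12 h, 24 h, 36 h and 48 h, of which 106, 146, 201 and 120 were well above background on both arrays. Among these, the largest log2 ratios at 12 h were 3.56 for gismo_orf532, 3.03 for gismo_orf531, both hypothetical proteins in Table S1, and 2.89 for gismo_orf1285, a TetR family transcriptional regulator there. gismo_orf1888, described as the 50S ribosomal protein L36, had the largest at the later time points, 5.90 at 24 h, 7.25 at 36 h and 5.99 at 48 h. It was followed at 24 h by gismo_orf983, an ATPase of a Mn/Zn ABC transporter, at 5.27 and by gismo_orf1889, a GTPase of the G3E family, at 4.52, and at 36 h and 48 h by gismo_orf1889 at 5.90 and 5.40 and by gismo_orf2052, an ATPase of a dipeptide and nickel transport system, at 5.46 and 4.97. The technical SD of these log2 ratios was 0.03 to 0.29.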

While compared to the low oxygen supply condition, 174, 318, 434 and 268 genes were down-regulated (ratio_high/low _ ≤ 0.5) at 12 h, 24 h, 36 h and 48 h respectively. 

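Down-regulation past 2-fold was found for 210, 349, 510 and 314 genes at 12 h, 24 h, 36 h and 48 h, of which 154, 239, 244 and 221 were well above background on both arrays. Up-regulated genes thus made up 48.4%, 37.2%, 36.7% and 41.1% of the genes past 2-fold. This split depends on the scaling between arrays. With each array scaled to its 75th percentile, 391 genes were up-regulated and 359 down-regulated at 36 h (52.1% up-regulated), and 279 and 241 at 48 h (53.7%). Quantile normalization over single spots gave 270 and 254 at 48 h (51.5%), and scaling to the spike-in controls, chosen after seeing the data, gave 106 and 426 at 12 h (19.9%).
Among genes well above background on both arrays, L-alanine dehydrogenase (gismo_orf2315) had the lowest log2 ratio at 12 h (-4.01) and at 36 h (-6.24). Uricase (gismo_orf3429) reached -3.75 at 12 h and had the lowest at 24 h (-5.63). The hypothetical proteins gismo_orf2100 and gismo_orf3626 had log2 ratios of -3.90 and -3.79 at 24 h, and gismo_orf3626 had -4.74 at 36 h. gismo_orf2698, a cysteine ABC transporter protein, had -3.49 at 12 h. The cytochrome d ubiquinol oxidase subunit II (gismo_orf2699) had -4.99 at 36 h and the lowest at 48 h (-5.25), where the peptidase gismo_orf1049 and gismo_orf1027 followed at -4.30 and -3.90. The technical SD of these values was 0.04 to 0.18.

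**Figure D2:**
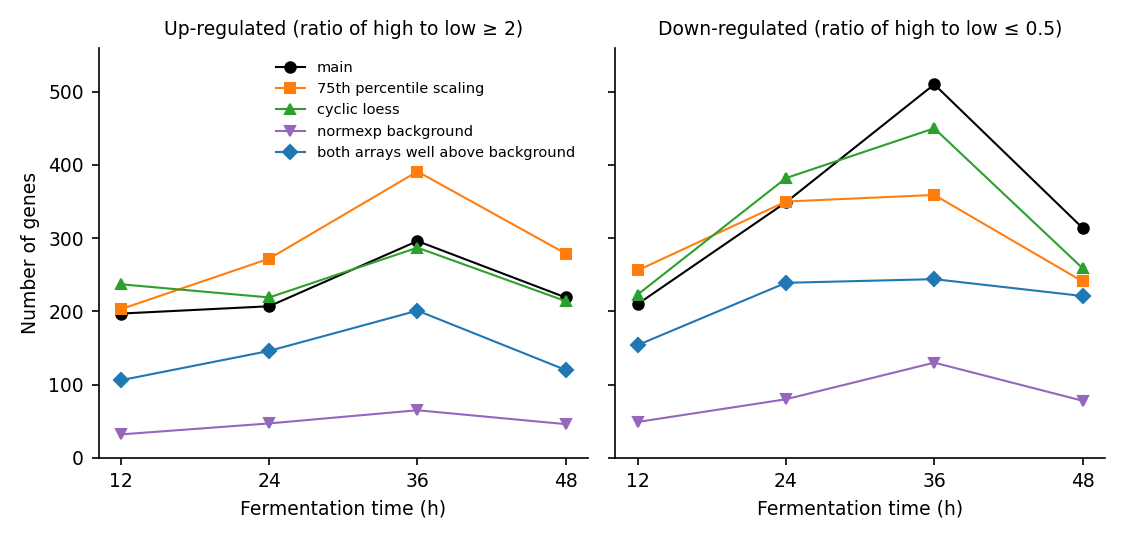
Number of up-regulated (left) and down-regulated (right) genes at each fermentation time in hours. Lines show the main values, cyclic loess, 75th percentile scaling, normexp background correction, and genes well above background on both arrays, and the count of down-regulated genes at 36 h ranges from 130 with normexp to 510 in the main values.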

As shown in Fig. 2, a total of 574 genes, representing 14.1% of the *Arthrobacter* genome genes, exhibited up-regulation of mRNA expression level and 788 genes, representing 19.3% of the *Arthrobacter* genome genes, were down-regulated significantly with high oxygen supply. 

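Over the 4 time points together, 677 genes (16.6% of 4075) were up-regulated and 917 (22.5%) were down-regulated at least once. Of the up-regulated genes, 502 (74.2%) passed the criterion at 1 time point only, as did 561 (61.2%) of the down-regulated genes. Table S1 has 1974 entries, of which 1957 were also past 2-fold in the same direction here. Past 2-fold here but absent from Table S1 were 345 entries, and 329 of them were near background on both arrays.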

Regarding the differentially expressed genes shared by the samples of four time points, 11 were increased in relative expression level (Fig. 2a) and 13 were decreased in relative expression level (Fig. 2b).

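At all 4 time points, 13 genes were up-regulated and 13 were down-regulated, where independent lists of the same sizes would share 0.0391 and 0.173 genes. Among these genes, the largest mean log2 ratios over the time points belonged to a putative short chain dehydrogenase (gismo_orf711) at 2.90, a putative HHDD isomerase/OPET decarboxylase (gm_orf648) at 2.88, gismo_orf713 at 2.27 and gismo_orf714 at 2.21. The probe of gismo_orf712, also among the 5 largest means, was near background on an array at every time point, with changes of at least 1.10-fold higher at 12 h, 3.67-fold at 36 h and 5.16-fold at 48 h and no fold at 24 h. Among the 13 down-regulated at all 4, the lowest means belonged to gismo_orf2315 at -3.92, the nitrogen regulatory protein P-II (gismo_orf825) at -2.92, an ammonium transporter (gismo_orf826) at -2.68, gismo_orf1060 at -2.42 and a beta-glucosidase (gismo_orf501) at -2.10. gismo_orf1060 was near background at 36 h under high oxygen supply, at least 11.9-fold lower, so its mean rests in part on a value near background.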

**Figure 2:**
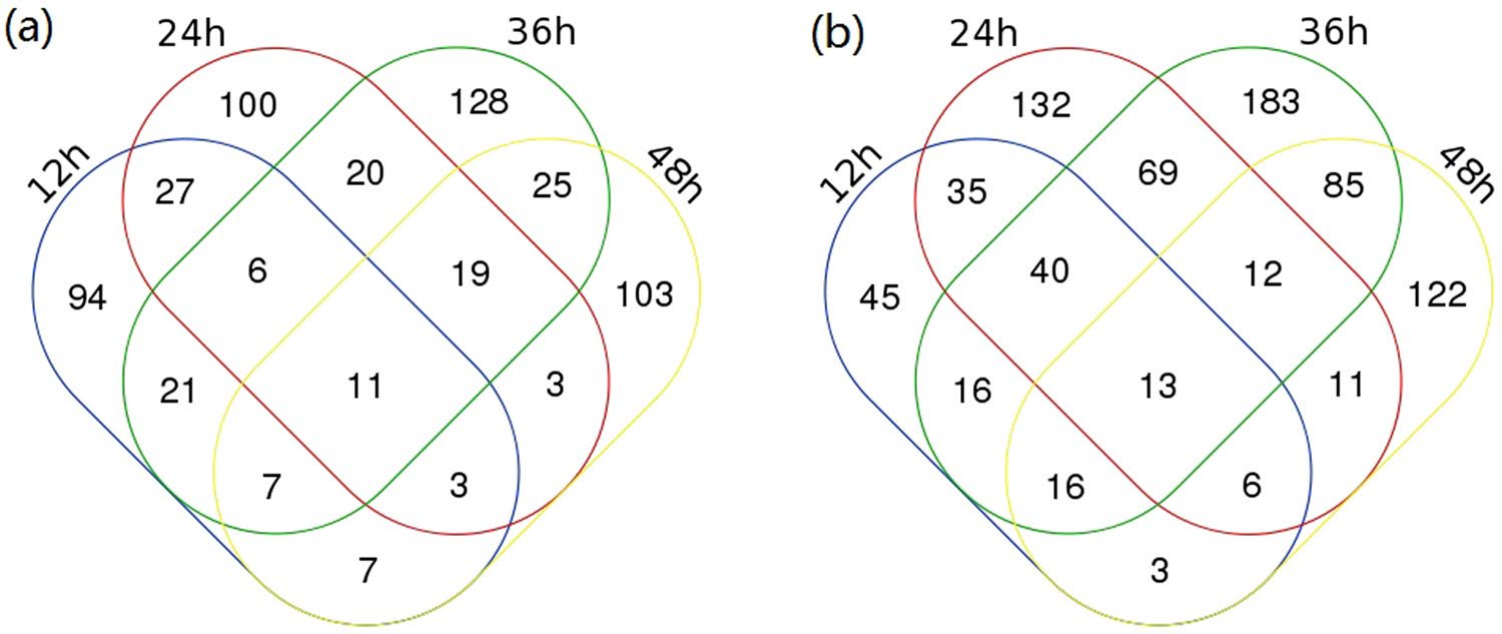
Venn diagram of the up-regulated (**a**) or down-regulated (**b**) genes (more than twofold) with high oxygen supply of 12 h, 24 h, 36 h and 48 h samples.

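Only at 12 h, 24 h, 36 h or 48 h were 105, 109, 165 and 123 genes up-regulated and 59, 136, 224 and 142 genes down-regulated. The lists of 36 h and 48 h shared the most up-regulated genes, 76 where independent lists would share 15.9. The most down-regulated genes were shared by 24 h and 36 h, 151 where independent lists would share 43.7, followed by 36 h and 48 h with 144 against 39.3. Relative to independent lists the excess was highest for 12 h and 24 h in both directions, with 51 up-regulated genes shared against 10.0 and 103 down-regulated genes against 18.0.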

These differentially expressed genes fell into major Clusters of Orthologous Groups (COG) categories (shown in Fig. 3, based on the NCBI-COG database). The largest group with altered transcriptional levels belonged to the group involved in carbohydrate transport and metabolism (11.9% up-regulated and 15.6% down-regulated). Other large functional groups of differentially expressed genes changed significantly included amino acid transport and metabolism (14.8% up-regulated and 12.1% down-regulated), inorganic ion transport and metabolism (10.9% up-regulated and 7.6% down-regulated), and transcription(9.0% up-regulated and 9.1% down-regulated). And 5.3% genes were annotated as function unknown. The genes associated with RNA processing and modification, chromatin structure and dynamics, nuclear structure, cytoskeleton and extracellular structures did not show any significant changes with high oxygen supply at all four time points.

**Figure 3:**
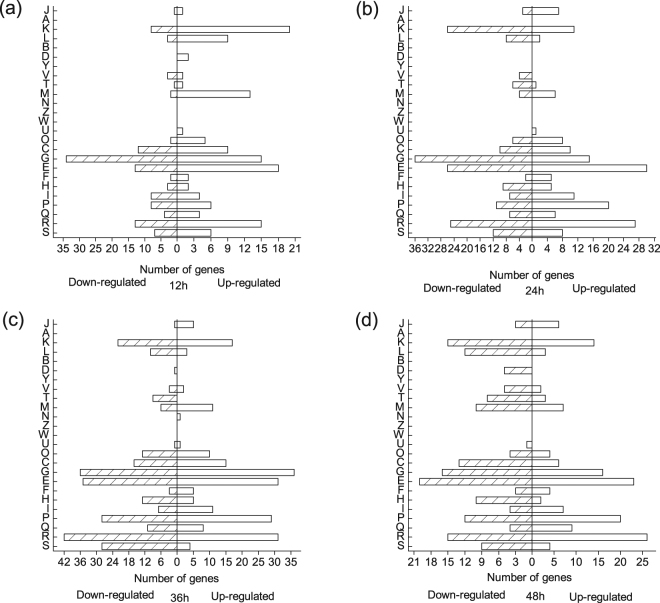
Function classifications of differentially expressed genes (fold changes of at least 2) at 12 h (**a**), 24 h (**b**), 36 h (**c**) and 48 h (**d**), respectively. Abbreviations: J, Translation, ribosomal structure and biogenesis; A, RNA processing and modification; K, Transcription; L, Replication, recombination and repair; B, Chromatin structure and dynamics; D, Cell cycle control, cell division, chromosome partitioning; Y, Nuclear structure; V, Defense mechanisms; T, Signal transduction mechanisms; M, Cell wall/membrane/envelope biogenesis; N, Cell motility; Z, Cytoskeleton; W, Extracellular structures; U, Intracellular trafficking, secretion, and vesicular transport; O, Posttranslational modification, protein turnover, chaperones; C, Energy production and conversion; G, Carbohydrate transport and metabolism; E, Amino acid transport and metabolism; F, Nucleotide transport and metabolism; H, Coenzyme transport and metabolism; I, Lipid transport and metabolism; P, Inorganic ion transport and metabolism; Q, Secondary metabolites biosynthesis, transport and catabolism; R, General function prediction only; S, Function unknown.

### General changes on proteomic level

Cell samples of *Arthrobacter* sp. CGMCC 3584 were collected after 12 h and 36 h fermentation under different oxygen supply conditions for 2D gel separation. The 2D gel images were shown in Fig. 4. Protein expression level ratios (high oxygen supply/low oxygen supply) ≥2.5 or ≤0.4 (p < 0.05) were considered to be significantly regulated. As a result, a total of 67 differentially expressed protein spots showed changes of significance in their intensities under different oxygen supply (listed in Supplementary Table S2). For 12 h samples, 11 protein spots were significantly up-regulated with high oxygen supply (ratio_high/low_ ≥ 2.5), whereas 5 spots were down-regulated (ratio_high/low_ ≤ 0.4). For 36 h samples, 38 protein spots were significantly up-regulated with high oxygen supply (ratio_high/low_ ≥ 2.5), whereas 22 spots were down-regulated (ratio_high/low_ ≤ 0.4). These protein spots were further analyzed by MALDI-TOF/TOF-MS and 54 spots among them were successfully identified (listed in Table 1). Among these 54 spots, twelve different protein spots were identified to represent six gene products, including succinyl-CoA synthetase subunit beta (ID: 8229, 8515), molecular chaperone DnaK (ID: 1005, 1029), elongation factor Ts (ID: 1208, 4218), threonyl-tRNA synthetase (ID: 4819, 3802, elongation factor Tu (ID: 8227, 8501), and phosphomannomutase (ID: 7610, 8078). So we finally obtained 48 different proteins.

**Figure 4:**
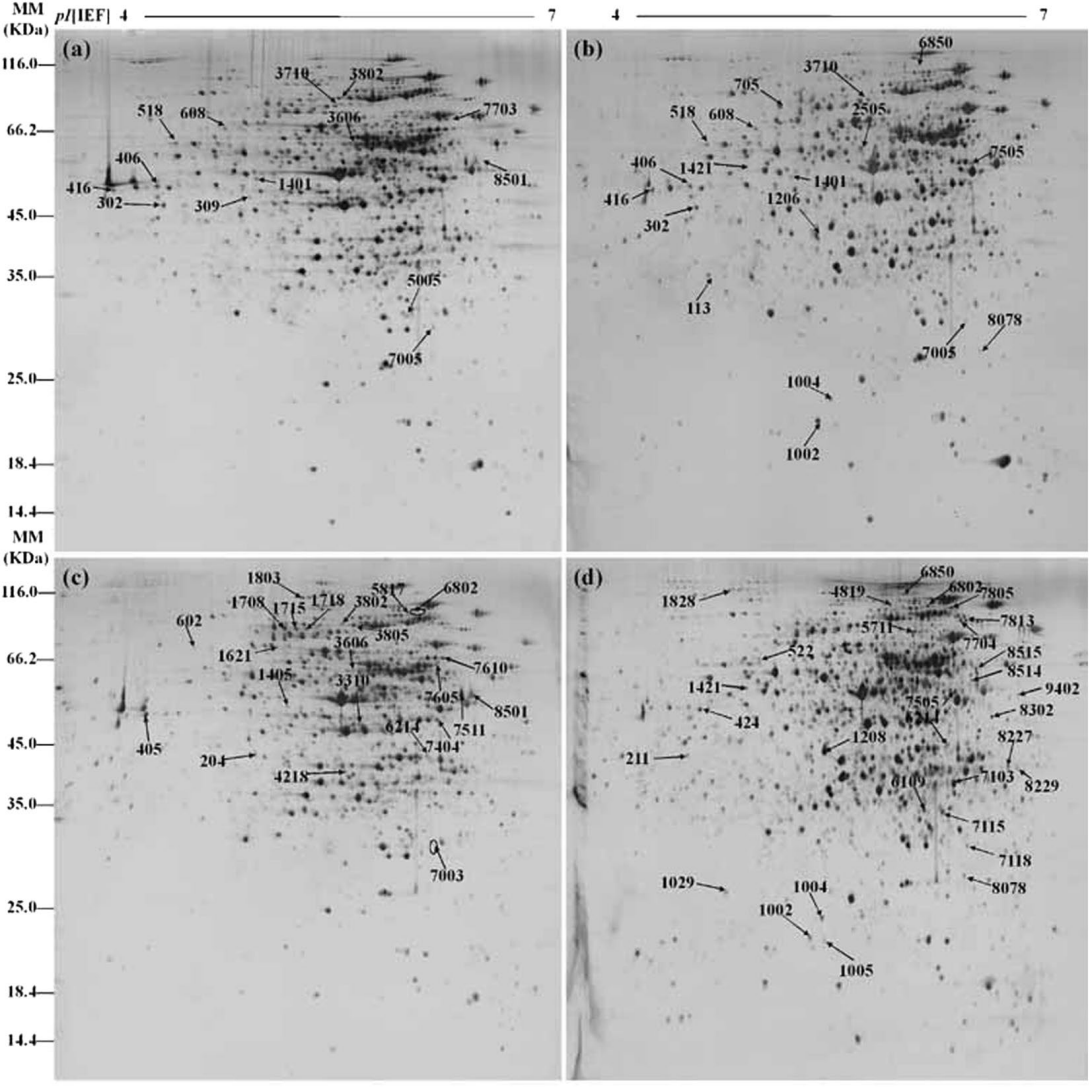
2D gel maps of proteins extracted from *Arthrobacter* sp. CGMCC 3584 at 12 h with low oxygen supply (**a**), at 12 h with high oxygen supply (**b**), at 36 h with low oxygen supply (**c**) and at 36 h with high oxygen supply (**d**). Differentially expressed protein spots which were identified successfully for each treatment are marked with numbers.

**Table 1:** Identified differentially expressed proteins responding to different oxygen supply in *Arthrobacter* sp. CGMCC 3584.

Spot no.	NCBI accession no.	Protein name	Species	Proteome fold changes				Experimental mass (kDa) and pI	Score
				12 h	p-value	36 h	p-value		
113	gi|72163016	50 S ribosomal protein L17	*Thermobifida fusca* YX	2.78	5.57E-06			43.78/4.82	58
204	gi|50955503	succinyl-CoA synthetase subunit alpha	*Leifsonia xyli* subsp. *xyli* str. CTCB07			0.38	1.71E-02	52.87/5.29	68
211	gi|220912059	ribose-phosphate pyrophosphokinase	*Arthrobacter chlorophenolicus* A6			3.79	2.93E-04	52.19/4.7	74
405	gi|325962845	protein RecA	*Arthrobacter phenanthrenivorans* Sphe3			0.26	1.35E-03	64.93/4.58	508
424	gi|444307928	threonine synthase	*Arthrobacter* sp. SJCon			2.57	4.30E-04	63.44/4.76	154
522	gi|325962559	serine hydroxymethyltransferase	*Arthrobacter phenanthrenivorans* Sphe3			3.38	1.88E-07	76.21/5.18	247
602	gi|119961574	6-phosphogluconate dehydrogenase	*Arthrobacter* aurescens TC1			0.34	7.31E-04	83.35/4.99	186
705	gi|220912286	CTP synthetase	*Arthrobacter chlorophenolicus* A6	2.99	6.63E-07			90.53/5.3	399
1002	gi|116670901	ribonucleotide-diphosphate reductase subunit beta	*Arthrobacter* sp. FB24	3.94	1.22E-02	2.55	1.48E-02	23.42/5.49	58
1004	gi|220910796	peptidyl-prolyl isomerase	*Arthrobacter chlorophenolicus* A6	4.79	1.87E-03	21.88	1.75E-06	25.6/5.56	252
1005	gi|3023655	Chaperone protein DnaK				3.94	2.02E-03	22.84/5.59	71
1029	gi|116672350	molecular chaperone DnaK	*Arthrobacter* sp. FB24			11.27	4.72E-04	28.73/4.97	107
1206	gi|220913188	winged helix family two component transcriptional regulator	*Arthrobacter chlorophenolicus* A6	3.59	3.09E-04			52.01/5.5	259
1208	gi|220912155	elongation factor Ts	*Arthrobacter chlorophenolicus* A6			4.37	1.18E-04	53.72/5.59	80
1405	gi|325963192	triosephosphate isomerase	*Arthrobacter phenanthrenivorans* Sphe3			0.07	4.37E-03	66.41/5.5	81
1421	gi|119963487	sugar ABC transportor, ATP-binding protein	*Arthrobacter aurescens* TC1	3.12	2.01E-05	5.50	6.09E-04	69.45/5.09	107
1708	gi|116669060	NAD synthetase	*Arthrobacter* sp. FB24			0.22	5.15E-03	93.34/5.48	146
1715	gi|119950507	dihydroxy-acid dehydratase	*Arthrobacter aurescens* TC1			0.29	9.31E-03	93.26/5.55	112
1718	gi|119964210	aspartyl-tRNA synthetase	*Arthrobacter aurescens* TC1			0.29	4.78E-04	93.61/5.6	64
1803	gi|359777979	catalase	*Arthrobacter globiformis* NBRC 12137			0.36	1.40E-02	107.08/5.58	91
1828	gi|220911112	ATPase AAA	*Arthrobacter chlorophenolicus* A6	2.35	4.62E-02	6.22	4.39E-05	106.67/4.98	495
2505	gi|325963975	glutamate-1-semialdehyde 2,1-aminomutase	*Arthrobacter phenanthrenivorans* Sphe3	2.80	6.70E-03			75.36/5.77	241
3310	gi|116670653	FeS assembly ATPase SufC	*Arthrobacter* sp. FB24			0.07	2.43E-05	62.6/5.94	172
3606	gi|119964256	glycogen synthase	*Arthrobacter aurescens* TC1	0.24	8.44E-05	0.25	2.17E-06	79.21/5.89	239
3802	gi|116670864	threonyl-tRNA synthetase	*Arthrobacter* sp. FB24	0.28	1.24E-03	0.31	8.69E-03	96.06/5.83	182
3805	gi|220912455	pyruvate kinase	*Arthrobacter chlorophenolicus* A6			0.33	3.49E-03	95.81/5.89	118
4218	gi|220912155	elongation factor Ts	*Arthrobacter chlorophenolicus* A6			0.35	6.53E-05	51.32/5.87	219
4819	gi|220912797	threonyl-tRNA synthetase	*Arthrobacter chlorophenolicus* A6			3.29	4.54E-05	101.65/6.01	189
5005	gi|325962142	uracil phosphoribosyltransferase	*Arthrobacter phenanthrenivorans* Sphe3	0.36	9.82E-05			38.3/6.2	294
5711	gi|325964075	chaperonin GroL	*Arthrobacter phenanthrenivorans* Sphe3			3.56	1.20E-04	90.28/6.15	713
6109	gi|220912628	short chain dehydrogenase	*Arthrobacter chlorophenolicus* A6			15.97	5.33E-06	41.96/6.21	329
6850	gi|325963015	aconitase	*Arthrobacter phenanthrenivorans* Sphe3	2.77	1.46E-06	7.52	2.88E-10	106.48/6.08	723
7003	gi|325963765	ketol-acid reductoisomerase	*Arthrobacter phenanthrenivorans* Sphe3			0.21	5.89E-07	37.9/6.38	413
7103	gi|116669084	fructose-bisphosphate aldolase	*Arthrobacter* sp. FB24			3.72	2.21E-05	47.01/6.39	305
7115	gi|325964935	phosphoribosylanthranilate isomerase	*Arthrobacter phenanthrenivorans* Sphe3			17.86	9.03E-08	41.64/6.32	160
7118	gi|325963063	response regulator with antiterminator output domain	*Arthrobacter phenanthrenivorans* Sphe3			7.38	1.21E-04	35.6/6.47	93
7210	gi|116668714	inorganic diphosphatase	*Arthrobacter* sp. FB24			2.50	6.31E-03	49.57/6.46	109
7404	gi|220913400	DNA-directed RNA polymerase subunit alpha	*Arthrobacter chlorophenolicus* A6			0.29	7.77E-03	64.16/6.39	400
7505	gi|325962588	enolase	*Arthrobacter phenanthrenivorans* Sphe3	2.60	8.29E-05	9.28	1.76E-02	70.14/6.4	760
7511	gi|325963191	phosphoglycerate kinase	*Arthrobacter phenanthrenivorans* Sphe3			0.30	9.03E-04	72.17/6.53	320
7605	gi|325962719	aspartyl/glutamyl-tRNA amidotransferase subunit A	*Arthrobacter phenanthrenivorans* Sphe3			0.37	1.20E-02	81.67/6.38	623
7610	gi|220911593	phosphomannomutase	*Arthrobacter chlorophenolicus* A6			0.32	3.72E-03	83.91/6.42	291
7703	gi|116672548	phosphoenolpyruvate–protein phosphotransferase	*Arthrobacter* sp. FB24	0.23	2.60E-02			87.25/6.42	219
7704	gi|220914230	glucose-methanol-choline oxidoreductase	*Arthrobacter chlorophenolicus* A6			3.77	1.62E-04	95.29/6.43	80
7805	gi|119961649	2-oxoglutarate dehydrogenase, E2 component, dihydrolipoamide succinyltransferase	*Arthrobacter aurescens* TC1			3.11	3.31E-05	100.9/6.37	445
7813	gi|116670612	30 S ribosomal protein S1	*Arthrobacter* sp. FB24			4.09	3.64E-04	95.41/6.46	434
8078	gi|220911593	phosphomannomutase	*Arthrobacter chlorophenolicus* A6	5.20	1.19E-03	9.14	1.56E-05	31.22/6.45	606
8227	gi|116671525	elongation factor Tu	*Arthrobacter* sp. FB24			6.29	2.15E-03	50.02/6.72	142
8229	gi|116669380	succinyl-CoA synthetase subunit beta	*Arthrobacter* sp. FB24			6.56	1.62E-04	49.57/6.78	227
8302	gi|220911115	dihydroxyacetone kinase subunit DhaK	*Arthrobacter chlorophenolicus* A6			4.18	1.09E-03	62.6/6.61	662
8501	gi|116671525	elongation factor Tu	*Arthrobacter* sp. FB24	0.10	4.81E-06	0.04	1.23E-04	72.51/6.58	224
8514	gi|444304706	F0F1 ATP synthase subunit beta	*Arthrobacter* sp. SJCon			6.67	6.23E-05	72.83/6.49	461
8515	gi|116669380	succinyl-CoA synthetase subunit beta	*Arthrobacter* sp. FB24			10.20	1.84E-04	76.21/6.52	292
9402	gi|116670134	cell division protein FtsZ	*Arthrobacter* sp. FB24			5.01	5.66E-05	68.1/6.79	78

The distribution of the differentially expressed proteins over the different COG categories was exhibited in Fig. 5. Among these successfully identified spots, 32, 11 and 10 proteins belonged to metabolism, information storage and processing, and cellular processes and signaling, respectively. And 3 proteins were poorly characterized. According to the COG categories, the up-regulated proteins under high oxygen supply were mainly involved in carbohydrate transport and metabolism, energy production and conversion, and posttranslational modification, protein turnover, chaperones. The majority of the down-regulated proteins were classified as carbohydrate transport and metabolism, and translation, ribosomal structure and biogenesis.

**Figure 5:**
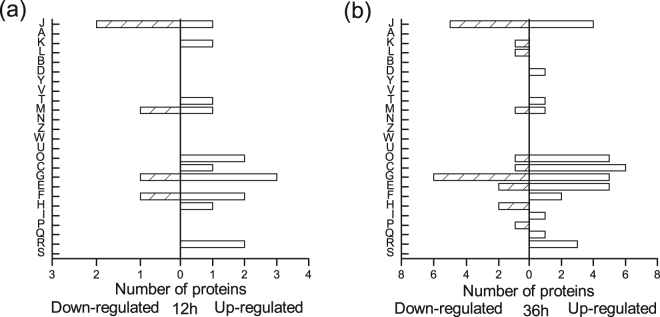
Function classifications of differentially expressed proteins (fold changes of at least 2.5) at 12 h (**a**) and 36 h (**b**). For abbreviations, see the legend to Fig. 3.

### Quantitative real-time PCR (qRT-PCR) validation of the genes transcription levels

In order to validate the microarray data, we used qRT-PCR to further investigate the mRNA expression of five selected genes for 12 h and 36 h samples, including ribose-phosphate pyrophosphokinase (gismo_orf1245), pyruvate kinase (gismo_orf2621), fructose-bisphosphate aldolase (gismo_orf2812), succinyl-CoA synthetase subunit beta (gismo_orf3726) and phosphoglycerate kinase (gismo_orf3896). As shown in Table 2, the mRNA ratios obtained by qRT-PCR were mostly in good agreement with the fold changes from the microarray data analysis, except the expressions of fructose-bisphosphate aldolase (12 h samples) and phosphoglycerate kinase (36 h samples) showed some inconsistency between qRT-PCR and microarray results. In addition, the relevant protein fold changes were also shown in Table 2. 

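On the arrays, the log2 ratio of high to low oxygen supply for ribose-phosphate pyrophosphokinase (gismo_orf1245) was 0.77 at 12 h and 1.07 at 36 h. For pyruvate kinase (gismo_orf2621) it was -1.18 and -0.93, for fructose-bisphosphate aldolase (gismo_orf2812) -0.08 and -0.59, for succinyl-CoA synthetase subunit beta (gismo_orf3726) 0.26 and 1.55, and for phosphoglycerate kinase (gismo_orf3896) -1.22 and -1.33. All 5 genes were well above background on both arrays, with a technical SD of 0.04 to 0.18 for the log2 ratio. At the 2-fold criterion, gismo_orf2621 and gismo_orf3896 passed at 12 h and gismo_orf1245, gismo_orf3726 and gismo_orf3896 at 36 h. With 75th percentile scaling the log2 ratio of gismo_orf2621 at 12 h was -0.91, short of the criterion, and with spike-in scaling, chosen after seeing the data, that of gismo_orf1245 at 36 h was 0.76. The qRT-PCR measurements were not analysed here.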

The protein abundance of ribose-phosphate pyrophosphokinase (spot 211), pyruvate kinase (spot 3805), fructose-bisphosphate aldolase (spot 7103) and succinyl-CoA synthetase subunit beta (spot 8229 and 8515) exhibited the similar fold changes with the relevant qRT-PCR results at 12 h or 36 h with high oxygen supply. And the results of qRT-PCR and protein analysis of phosphoglycerate kinase (spot 7511) were inconsistent for both 12 h and 36 h samples.

**Table 2:** Correlation between microarray and qRT-PCR results.

Gene_ID	Protein spot no.	Gene description	Microarray fold change		Protein fold change		qRT-PCR fold chang	
			12 h	36 h	12 h	36 h	12 h	36 h
gismo_orf1245	211	ribose-phosphate pyrophosphokinase	1.69	2.09	0.97	3.79	2.48	3.48
gismo_orf2621	3805	pyruvate kinase	0.44	0.52	0.49	0.33	0.56	0.60
gismo_orf2812	7103	fructose-bisphosphate aldolase	0.94	0.66	1.23	3.72	1.38	0.92
gismo_orf3726	8229 and 8515	succinyl-CoA synthetase subunit beta	1.19	2.90	2.33 and 1.03	10.20 and 6.56	1.35	4.82
gismo_orf3896	7511	phosphoglycerate kinase	0.43	0.40	1.09	0.30	0.49	1.01

## Discussion

Limited information is available on the molecular mechanism of cAMP-producing fermentation. Here, we reported a comprehensive transcriptome and proteome study to characterize the gene and protein expression profiles of a cAMP-producing strain, *Arthrobacter* sp. CGMCC 3584, responding to DO level. The important genes and proteins with significantly differential expressions, related to the central carbon metabolic network, were shown in Fig. 6.

**Figure 6:**
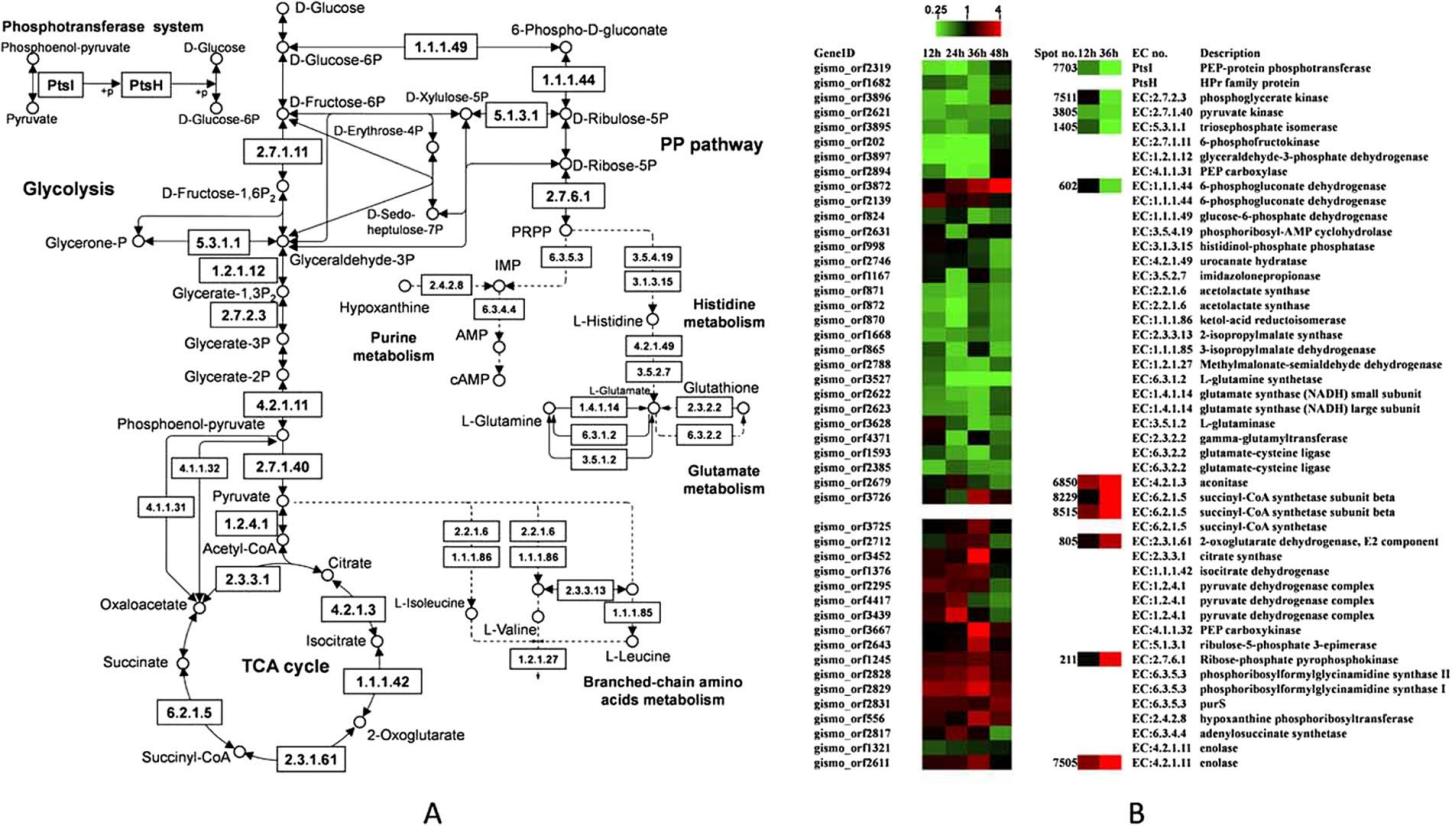
The central carbon metabolic network of *Arthrobacter* sp. CGMCC 3584 (**A**) and 2-fold changes in expression levels of the related genes and proteins responding to different oxygen supply (**B**). The pathway is based on the KEGG pathway database (http://www.genome.jp/kegg/pathway.html)^55^.

The phosphoenolpyruvate (PEP)-dependent phosphotransferase system (PTS) is a major mechanism for uptake of carbohydrates in bacteria, where PEP is used as an energy source and phosphoryl donor. The PTS carries out its catalytic function in sugar transport and phosphorylation by two general components, including enzyme I (EI) and histidine phosphocarrier protein (HPr), and of membrane-bound sugar specific permeases (enzymes II). It is observed that the PTS can regulate the cAMP concentration and adenylate cyclase activity. For example, the addition of glucose and other PTS carbohydrates inhibits cAMP synthesis in *E*. *coli*^17^. Furthermore, the PTS not only controls carbohydrate uptake and metabolism but also influences the utilization of nitrogen and phosphorus. In our study, some proteins involved in glucose utilization were down-regulated under high oxygen supply. One carbohydrate uptake protein, PEP-protein phosphotransferase (spot 7703), exhibited a significant reduction at 12 h as well as its mRNA level (gismo_orf2319) with high oxygen supply. 

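The log2 ratio of gismo_orf2319 was -1.52 at 12 h and -2.47 at 24 h, both past the 2-fold criterion. It was -0.98 at 36 h, just short of it, and -0.08 at 48 h. The probe was well above background on all arrays, and the technical SD of its log2 ratio was 0.10 to 0.15. Of the 230 log2 ratios past 2-fold among the genes named here, 133 stayed past 2-fold in the same direction with normexp background correction, the alternative that moved them most.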

Meanwhile, microarray results indicated that genes encoding HPr family protein (gismo_orf1682), maltose/glucose porter, IIABC component (gismo_orf1998), beta-glucoside-specific, IIABC component (gismo_orf502), and mannitol-specific IIC component (gismo_orf2322) which involved in PTS system were down-regulated significantly.

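No probe named gismo_orf1682 was found, so the HPr family protein has no value here. All 1974 entries of Table S1 were matched to a probe, and this gene is not among them, so it is not listed there as past 2-fold. The log2 ratio of gismo_orf502 was -1.45 at 12 h, -2.15 at 24 h, -0.51 at 36 h and -1.24 at 48 h, and that of gismo_orf2322 was -1.94, -3.29, -1.01 and -0.18, with a technical SD of 0.11 to 0.20 for both. The value of gismo_orf2322 at 36 h lies close to the criterion and missed it with cyclic loess and, at -0.99, with 75th percentile scaling. gismo_orf1998 was weak: its log2 ratio was -0.00 at 12 h and -0.57 at 24 h with a technical SD of 0.34 and 0.27, its probe was near background under high oxygen supply at 36 h, where no fold can be given, and near background on both arrays at 48 h.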

Three proteins involved in glycolysis, including phosphoglycerate kinase (spot 7511), pyruvate kinase (spot 3805), and triosephosphate isomerase (spot 1405) were also down-regulated significantly with high oxygen supply at 12 h or 36 h, and their transcriptional levels were decreased significantly as well (gismo_orf3896, gismo_orf2621 and gismo_orf3895, respectively). 

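At 24 h and 48 h the log2 ratios were -1.75 and 0.54 for gismo_orf3896 and -0.84 and -0.78 for gismo_orf2621, whose only value past 2-fold was at 12 h. gismo_orf3895 had log2 ratios of -0.83, -1.25, -0.85 and -0.25 at 12 h, 24 h, 36 h and 48 h and passed the criterion at 24 h only. All were well above background on every array, with a technical SD of 0.09 to 0.18.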

The microarray results also showed that gene expression levels of 6-phospho-beta-glucosidase (gismo_orf501), 6-phosphofructokinase (gismo_orf202) and glyceraldehyde-3-phosphate dehydrogenase (gismo_orf3897) which involved in glycolysis were reduced significantly under high oxygen supply. In addition, the pathways of pyruvate metabolism tended to be restrained under high oxygen supply. 

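All 3 genes were past 2-fold lower at 12 h, 24 h and 36 h. The log2 ratios at 12 h, 24 h, 36 h and 48 h were -1.68, -2.76, -1.41 and -2.56 for gismo_orf501, -1.77, -2.65, -2.20 and -0.15 for gismo_orf202, and -2.25, -3.33, -2.08 and 0.19 for gismo_orf3897. The technical SD was 0.09 to 0.31. gismo_orf3895, gismo_orf3896 and gismo_orf3897 carry consecutive numbers in the assembly.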

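PEP carboxylase (gismo_orf2894) had log2 ratios of -0.71, -1.93, -1.72 and 0.06 at 12 h, 24 h, 36 h and 48 h. The 2-isopropylmalate synthase gene (gismo_orf1668), with 11 spots, had -1.11 at 12 h, past 2-fold, and -0.92, -0.60 and -0.97 later, of which the last was -1.13 with 75th percentile scaling. Acetyl-CoA acetyltransferase (gismo_orf220) had -0.91 at 12 h. At 24 h its probe was near background under high oxygen supply, at least 2.70-fold lower, and it was near background on both arrays at 36 h and 48 h. Ring-cleavage extradiol dioxygenase (gismo_orf817) had 0.42, 0.41, -0.63 and -1.18, and with 75th percentile scaling its value at 48 h was -0.95, short of 2-fold. The alpha subunit of acetyl/propionyl-CoA carboxylase (gismo_orf1209) had a log2 ratio of 1.10 at 24 h (technical SD 0.05), with the 11 spots of the 2 arrays apart, and 0.99 with spike-in scaling, which was chosen after seeing the data.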

The genes encoding PEP carboxylase (gismo_orf2894), 2-isopropylmalate synthase (gismo_orf1668), acetyl-CoA acetyltransferase (gismo_orf220), and ring-cleavage extradiol dioxygenase (gismo_orf817) showed significantly negative changes in their expression levels, except the gene expression level of acetyl/propionyl-CoA carboxylase subunit alpha (gismo_orf1209) was over expressed at 24 h. Under high DO level, the 6-phosphogluconate dehydrogenase (6PGDH, spot 602) which catalyzed the formation of ribulose 5-phosphate from 6-Phospho-D-gluconate, decreased in its abundance obviously at 36 h. 

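The probe of the glucose-6-phosphate dehydrogenase gene (gismo_orf824) was near background under high oxygen supply at 36 h, where the gene was at least 1.85-fold lower. Its log2 ratio at that time point was -0.98 with 75th percentile scaling and -0.89 with values raised to a floor. Well above background on both arrays, it had log2 ratios of -0.31 at 12 h, -0.08 at 24 h and -0.63 at 48 h (technical SD 0.22 to 0.40 over the time points).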

Meanwhile, the gene encoding the glucose-6-phosphate dehydrogenase (G6PDH, gismo_orf824) that catalyzed glucose 6-phosphate to 6-phospho-D-glucono-1,5-lactone was also detected to be down-regulated at 36 h. G6PDH and 6PGDH are the key enzymes of pentose phosphate (PP) pathway involving in NADPH production^18^. PP pathway supplies the cell with precursors for the biosynthesis of nucleic acids, amino acids, cofactors and cell wall constituents. These expression profiles mentioned above suggest that high oxygen supply might repress carbohydrate uptake to some extent in this strain. 

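Of the 6 glycolysis genes that the paper names as lowered, 5, 5, 4 and 1 were past 2-fold lower at 12 h, 24 h, 36 h and 48 h, and their median log2 ratios were -1.45, -2.20, -1.37 and -0.20. Fructose-bisphosphate aldolase (gismo_orf2812) is not in this list, and its log2 ratios of -0.08 at 12 h and -0.59 at 36 h were short of 2-fold. Of the 4 genes of the phosphotransferase system with a probe, 3, 3, 1 and 2 were past 2-fold lower, with gismo_orf1998 at 48 h near background on both arrays, and of the 4 genes of pyruvate metabolism 1, 2, 1 and 1. The paper chose these genes on the same arrays, so the tallies are not independent evidence. From the lower mRNA levels of the phosphotransferase system, glycolysis, pyruvate metabolism and G6PDH, together with the protein abundances, the paper proposes that high oxygen supply may repress carbohydrate uptake to some extent.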

Previous studies also revealed that low oxygen supply promoted glucose metabolism in adenosine fermentation of *Bacillus subtilis*^19^, and low agitation enhanced glucose consumption rate in pyruvate fermentation of *Torulopsis glabrata*^20^.

On the other hand, the proteomic results showed that three TCA cycle-related proteins, aconitase (spot 6850), succinyl-CoA synthetase subunit beta (spot 8229 and 8515), and 2-oxoglutarate dehydrogenase, E2 component, dihydrolipoamide succinyltransferase (spot 7805), were significantly increased in their abundances at 12 h or 36 h with high oxygen supply. Meanwhile, the transcriptome data indicated that genes encoding citrate synthase (gismo_orf3452) and isocitrate dehydrogenase (gismo_orf1376) which were important rate-limiting enzymes in TCA cycle were up-regulated significantly at 36 h, as well as the genes encoding the succinyl-CoA synthetase (gismo_orf3725 and gismo_orf3726). 

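At 36 h, citrate synthase (gismo_orf3452) had a log2 ratio of 2.79, isocitrate dehydrogenase (gismo_orf1376) 1.18, and the alpha and beta subunits of succinyl-CoA synthetase (gismo_orf3725 and gismo_orf3726) 1.26 and 1.55. Their technical SD was 0.06 to 0.28, and all were well above background on both arrays. The 11 spots of gismo_orf1376 were apart between the 2 arrays. With spike-in scaling, chosen after seeing the data, gismo_orf1376 had 0.97. At 12 h, 24 h and 48 h none of the 4 genes was past 2-fold, with log2 ratios between -0.39 and 0.95. Table S1 describes gismo_orf3452 as a 2-methylcitrate synthase/citrate synthase II.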

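Aconitase (gismo_orf2679) had log2 ratios of -0.04, 0.65, -0.24 and -0.71 at 12 h, 24 h, 36 h and 48 h, and the E2 component of 2-oxoglutarate dehydrogenase (gismo_orf2712) had -0.17, 0.76, 0.92 and -0.50, with a technical SD of 0.09 to 0.16 for both. With 75th percentile scaling gismo_orf2712 had 0.17 at 12 h and 1.09 at 36 h, past 2-fold. A search of the descriptions in Table S1 with the names of TCA cycle enzymes found 8 genes, not all of them of the cycle, of which 6 were past 2-fold higher at some time point, measured or as a limit, and 2 were past 2-fold lower. The latter were gismo_orf2972, an alpha subunit of a pyruvate/2-oxoglutarate dehydrogenase complex, at -1.26 at 24 h, and gismo_orf3425, an oxaloacetate-decarboxylating malate dehydrogenase, at -1.25 at 12 h, both well above background on both arrays of that time point. Neither is certain to belong to the TCA cycle, since the complex of gismo_orf2972 acts on pyruvate or 2-oxoglutarate and the description of gismo_orf3425 is that of a malic enzyme. The paper places gismo_orf2295, another of the 8, in the pyruvate dehydrogenase complex. At 36 h gismo_orf3425 was near background on 1 array and at least 2.97-fold higher. The call of gismo_orf4263 at 24 h is not counted, since it was near background on 1 array and only at least 1.46-fold higher. Hits described as isopropylmalate enzymes or deacetylases were left out after they were seen. The 3 genes given here from the search lie outside the rule for named genes and were chosen after their values were seen.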

And there were no genes showing obvious reduction in their mRNA levels in the TCA cycle. Three genes which involved in encoding pyruvate dehydrogenase complex (gismo_orf2295, gismo_orf4417 and gismo_orf3439) were induced significantly, indicating that the biosynthesis of acetyl-CoA from pyruvate might be promoted with high oxygen supply. 

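The gene gismo_orf2295 had log2 ratios of 1.12, 0.87, 0.79 and -0.49 at 12 h, 24 h, 36 h and 48 h, gismo_orf4417 had 0.53, 1.20, -0.32 and -0.70, and gismo_orf3439, with 11 spots, had 0.73, 1.80, 0.22 and -0.45. Each was past 2-fold at 1 time point, gismo_orf2295 at 12 h and the others at 24 h, and all 3 were below 0 at 48 h. With 75th percentile scaling gismo_orf2295 was past 2-fold at 24 h too, at 1.04. The technical SD was 0.03 to 0.16.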

The enhanced formation of acetyl-CoA was associated with the active TCA cycle. 

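The PEP carboxykinase gene (gismo_orf3667) had a log2 ratio of 2.11 at 36 h. At the other time points it had 0.04 at 12 h, 0.06 at 24 h and 0.69 at 48 h, with a technical SD of 0.17 to 0.29 over the 4 time points.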

Meanwhile, the gene encoding PEP carboxykinase (gismo_orf3667), which played an important role in balancing the metabolite pool between the TCA cycle and glycolysis by catalyzing anaplerotic reaction from oxaloacetate (OAA) to PEP, was significantly up-regulated at 36 h. These up-regulated proteins and genes mentioned above suggested that relatively high activity of the TCA cycle provided sufficient ATP to maintain cell growth and promote cAMP production.

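Of the 6 TCA cycle genes that the paper names, 0, 0, 4 and 0 were past 2-fold higher at 12 h, 24 h, 36 h and 48 h and none was past 2-fold lower, and their median log2 ratios were 0.14, 0.48, 1.22 and -0.03. The paper chose the 4 raised genes on the same arrays, so their count is not independent evidence. From the raised proteins and the raised mRNA levels of the TCA cycle, the pyruvate dehydrogenase complex and PEP carboxykinase, the paper proposes that a relatively active TCA cycle supplied the ATP for cell growth and cAMP production.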

Promotion of 5-phosphoribosyl 1-pyrophosphate (PRPP) synthesis and purine metabolism is one of the reasons that why high oxygen supply enhanced cAMP production. Two PRPP synthesis related enzymes in PP pathway, ribulose-5-phosphate 3-epimerase and ribose-phosphate pyrophosphokinase and were considered to be overexpressed under high oxygen supply. 

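The ribulose-5-phosphate 3-epimerase gene (gismo_orf2643) had log2 ratios of 0.05 at 12 h, 0.32 at 24 h, 1.62 at 36 h and 0.23 at 48 h. Its probe was well above background on all arrays, and the technical SD was 0.09 to 0.17.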

Ribulose-5-phosphate 3-epimerase catalyzed the interconversion of ribulose-5-phosphate and xylulose-5-phosphate and its coding gene (gismo_orf2643) was obviously up-regulated at 36 h. Ribose-phosphate pyrophosphokinase is known to be implicated in the pyrophosphorylation of ribose-5-phosphate to PRPP as a regulatory enzyme in purine biosynthesis, and PRPP produced by this enzyme is of importance for purine biosynthetic pathway^21^. For instance, PRPP is one important effector molecule in the biosynthesis of inosine monophosphate (IMP) in *Bacillus subtilis*, and increasing cellular PRPP pool resulted in induction of gene expression in the purine biosynthetic pathway^22^. Here, we observed that the ribose-phosphate pyrophosphokinase (spot 211, gismo_orf1245) increased in its abundance with high oxygen supply, which was consistent with its mRNA change at 36 h. 

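The gene gismo_orf1245 is represented by 11 spots, and those of the 2 oxygen supplies did not overlap at any time point. Past 2-fold only at 36 h, it had log2 ratios of 0.86 at 24 h and 0.72 at 48 h, with a technical SD of 0.04.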

Higher expression levels of the two enzymes implied that more PRPP were supplied for purine biosynthesis, which benefited cAMP production. Additionally, several enzymes associated with purine metabolism were more abundant under high oxygen supply. Our previous studies showed that cAMP could be produced via de novo biosynthesis or salvage biosynthesis from additional hypoxanthine (HX) in this strain, and cAMP synthesis was mainly via the salvage route^23^. In the de novo route, phosphoribosylformylglycinamidine synthase (PFAS) catalyzes the fourth step of IMP synthesis. 

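The gene of phosphoribosylformylglycinamidine synthase II (gismo_orf2828) had log2 ratios of 0.98, 1.16 and 0.63 at 12 h, 24 h and 48 h and a ratio of 2.83 at 36 h, and 75th percentile scaling brought its value at 12 h past 2-fold, to 1.07. That of synthase I (gismo_orf2829) was past 2-fold at all 4 time points with 1.42, 1.40, 1.83 and 1.10, though 75th percentile scaling put the last at 0.95. That of purS (gismo_orf2831) had 0.80, 0.80, 0.65 and 1.27, past 2-fold at 48 h, and spike-in scaling, chosen after seeing the data, put this value at 0.94. The technical SD of the 3 genes was 0.09 to 0.17.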

Our chip data displayed three genes (gismo_orf2828, gismo_orf2829 and gismo_orf2831) encoding PFAS II, PFAS I and purS respectively, were induced significantly with high DO level at least at one time point. In the salvage route, HX and PRPP are catalyzed to IMP by hypoxanthine phosphoribosyltransferase. 

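The hypoxanthine phosphoribosyltransferase gene (gismo_orf556) had log2 ratios of 0.71 at 12 h, 0.18 at 24 h, 1.59 at 36 h and 0.98 at 48 h (technical SD 0.11 to 0.19), past 2-fold at 36 h only.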

Our study showed that hypoxanthine phosphoribosyltransferase (gismo_orf556) was up-regulated at the mRNA level at 36 h. 

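The adenylosuccinate synthetase gene (gismo_orf2817) had a log2 ratio of 1.12 at 24 h and 0.96 there with cyclic loess, short of 2-fold. At 12 h, 36 h and 48 h it had 0.26, 0.42 and -0.78. The technical SD was 0.09 to 0.16.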

Along with this, the adenylosuccinate synthetase (gismo_orf2817) which involved in adenine ribonucleotide biosynthesis showed positive change in its mRNA level at 24 h under high DO level. These data indicated that high oxygen supply might result in a more active purine biosynthesis and enhancement of carbon flux targeting to the desired product.

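Each of the 5 purine biosynthesis genes named above was past 2-fold higher at 1 time point or more, 1, 3, 3 and 2 of them at 12 h, 24 h, 36 h and 48 h, and none was past 2-fold lower. Since the paper chose them on the same arrays, this tally is not independent evidence. From these genes of the de novo and salvage routes and of adenine ribonucleotide biosynthesis, the paper proposes that purine biosynthesis may be more active with high oxygen supply and that more carbon flows to cAMP.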

As shown in our microarray data, the genes involved in histidine metabolism, branched-chain amino acids (valine, leucine and isoleucine) metabolism and glutamate metabolism were mainly down-regulated under high oxygen supply. 

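Of the 4 genes of histidine metabolism that the paper names, 2 were past 2-fold lower here, both at 48 h. The call of gismo_orf1167 at 24 h is not among them, since its probe was near background with high oxygen supply and the gene was only at least 1.39-fold lower. All 7 genes of branched-chain amino acid metabolism were past 2-fold lower at some time point, 4, 6, 0 and 3 of them at 12 h, 24 h, 36 h and 48 h, leaving out the call of gismo_orf2788 at 36 h, where its probe was near background with high oxygen supply and no fold can be given. So were 7 of the 8 genes of glutamate metabolism, 1, 2, 5 and 2 of them, and gismo_orf4371 was only at least 1.23-fold lower at 24 h. None of these genes was past 2-fold higher at any time point. They were chosen by the paper on the same arrays.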

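The probe of the phosphoribosyl-AMP cyclohydrolase gene (gismo_orf2631) has 1 spot per array, and the scanner software marked it as an outlier at 24 h, so it has no value at that time point here. Its log2 ratios at 12 h, 36 h and 48 h were 0.13, 0.17 and 0.11 (technical SD 0.11 to 0.16). With marked spots kept and the median taken over spots, its log2 ratio at 24 h was -1.16. The histidinol-phosphate phosphatase gene (gismo_orf998) had 0.29, -0.01, -0.30 and -1.18 at 12 h, 24 h, 36 h and 48 h, past 2-fold at 48 h, with a technical SD of 0.09 to 0.15.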

Two enzymes, phosphoribosyl-AMP cyclohydrolase (gismo_orf2631) and histidinol-phosphate phosphatase (gismo_orf998) which catalyzing the third and penultimate steps in histidine biosynthesis respectively, showed notable decreases in their mRNA levels at 24 h or 48 h. 

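The urocanate hydratase gene (gismo_orf2746) had log2 ratios of -0.08, -0.05, -0.23 and -1.15 at 12 h, 24 h, 36 h and 48 h (technical SD 0.25 to 0.34), and its value at 48 h was -0.88 with 75th percentile scaling, short of 2-fold. The imidazolonepropionase gene (gismo_orf1167), with 11 spots, was near background under high oxygen supply at 24 h, at least 1.39-fold lower, and near background on both arrays at the other time points. With values raised to a floor, its log2 ratio at 24 h was -0.47.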

Meanwhile, the genes encoding urocanate hydratase (gismo_orf2746) and imidazolonepropionase (gismo_orf1167) which catalyzed the second and third steps of histidine degradation, respectively, were down-regulated significantly at 24 h or 48 h. Since purine nucleotides and the amino acid histidine both used PRPP as the biosynthetic precursors^24^, the remarkable decrease of four genes involved in histidine metabolism indicated more substrates were supplied for cAMP synthesis. 

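Over the histidine genes well above background on both arrays, the median log2 ratio was 0.13 at 12 h, -0.23 at 36 h and -1.15 at 48 h (3 genes each) and -0.03 at 24 h (2 genes). Since histidine and the purine nucleotides share PRPP as a precursor, the paper reasons that the decrease of these genes left more substrate for cAMP synthesis.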

The branched-chain amino acids are important for the synthesis of proteins and membranes probably representing cell growth, and their biosynthesis is regulated by some global transcriptional regulators of cellular metabolism, including carbon metabolism and nitrogen metabolism^25^. In most Gram-positive bacteria, the genes for the first two enzymes of the branched-chain amino acid biosynthesis (acetolactate synthase and ketol-acid reductoisomerase) belong to the same operon. In our study, the genes encoding acetolactate synthase (gismo_orf871 and gismo_orf872) and ketol-acid reductoisomerase (gismo_orf870) showed reductions at mRNA levels. 

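The acetolactate synthase genes had log2 ratios at 12 h, 24 h, 36 h and 48 h of -1.06, -1.53 and -0.52 for gismo_orf871 up to 36 h and -1.17, -1.95, -0.49 and -1.06 for gismo_orf872, and the ketol-acid reductoisomerase gene gismo_orf870 had -0.91, -1.83, -0.39 and -1.01. The technical SD was 0.09 to 0.20. Several of these values lie at the criterion. The ratio of gismo_orf871 at 48 h was 0.502, which does not reach it, while in the authors' normalized values it does. The value of gismo_orf872 at 48 h was -0.97 with cyclic loess, and that of gismo_orf870 at 48 h was -0.87 with quantile normalization over single spots. The 3 genes carry consecutive numbers.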

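For the 2-isopropylmalate synthase gene gismo_orf1668, the 11 spots of the 2 oxygen supplies were apart at 12 h, 24 h and 48 h and overlapped at 36 h. The 3-isopropylmalate dehydrogenase gene (gismo_orf865) had log2 ratios of -0.38 at 12 h, -1.48 at 24 h and -1.29 at 48 h, with a technical SD of 0.14 to 0.25, and was near background on both arrays at 36 h.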

Meanwhile, 2-isopropylmalate synthase (gismo_orf1668) and 3-isopropylmalate dehydrogenase (gismo_orf865) which participated in biosynthesis of L-leucine were both strongly repressed in their expression levels. Methylmalonate-semialdehyde dehydrogenase (gismo_orf2788) which related to branched-chain amino acids degradation was down-regulated as well. 

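The log2 ratio of gismo_orf2788 was -0.51 at 12 h and -1.26 at 24 h, past 2-fold, with a technical SD of 0.28 and 0.25. At 36 h its probe was near background under high oxygen supply and no fold can be given, and with values raised to a floor its log2 ratio turned to 0.26. At 48 h it was near background on both arrays.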

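The gene of the ABC branched-chain amino acid transporter (gismo_orf1905) had log2 ratios of -1.02, -1.39, -0.97 and -0.46 at 12 h, 24 h, 36 h and 48 h (technical SD 0.16 to 0.34). Its value at 12 h was -0.99 with quantile normalization over single spots, short of 2-fold.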

One gene encoding ABC branched-chain amino acid transporter (gismo_orf1905) was also found to be repressed significantly. Glutamate is one of the amino acids generated by the breakdown of the branched-chain amino acids. 

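L-glutamine synthetase (gismo_orf3527) had log2 ratios of -0.59, -1.92, -3.30 and -2.16 at 12 h, 24 h, 36 h and 48 h. The small and large subunits of glutamate synthase (gismo_orf2622 and gismo_orf2623) had -0.80 and -0.89 at 12 h, -1.20 and -0.94 at 24 h, -1.43 and -1.38 at 36 h, and -0.46 and -0.40 at 48 h, and with 75th percentile scaling gismo_orf2622 had -0.86 at 24 h. The technical SD of these 3 genes was 0.09 to 0.17. L-glutaminase (gismo_orf3628) was well above background on both arrays at 36 h alone, with -1.42. N-acetylglutamate synthase (gismo_orf518) passed 2-fold at 48 h with -1.01, but had -0.78 there with 75th percentile scaling and -0.89 with cyclic loess. Gamma-glutamyltransferase (gismo_orf4371) was near background under high oxygen supply at 24 h, at least 1.23-fold lower, and its log2 ratio with values raised to a floor was -0.30. Of the glutamate-cysteine ligase genes, gismo_orf1593 was near background under high oxygen supply at 36 h, at least 2.84-fold lower, and had -1.06 at 24 h with 75th percentile scaling against -0.94, and gismo_orf2385 had -1.27 at 12 h, its only value past 2-fold.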

Eight genes involved in glutamate metabolism showed reduced expression under high oxygen supply, including L-glutamine synthetase (gismo_orf3527), glutamate synthase (NADH) small subunit (gismo_orf2622), glutamate synthase (NADH) large subunit (gismo_orf2623), L-glutaminase (gismo_orf3628), N-acetylglutamate synthase (gismo_orf518), gamma-glutamyltransferase (gismo_orf4371), and glutamate-cysteine ligase (gismo_orf1593 and gismo_orf2385). The lower activity of glutamine synthetase under high oxygen supply was probably due to the higher yield of cAMP, because expression of glutamine synthetase showed a decreased trend for glucose-grown cells when cAMP was present^26^.

Glutamine synthetase which catalyzes the condensation of glutamate and ammonia to form glutamine and glutamate synthase which catalyzes the synthesis of glutamate from 2-oxoglutarate and glutamine also play essential roles in nitrogen metabolism. Nitrogen is necessary for the production of amino acids, nucleotides, amino sugars, NAD, and so on. Ammonium is a preferential nitrogen source, as it can be assimilated directly into glutamine and glutamate^27^. And glutamine or glutamate act as sensed amino acids to indicate an internal nitrogen level^28^. Additionally, three genes encoding the enzymes which participate in nitrogen metabolism, including assimilatory nitrite reductase (NAD(P)H) (gismo_orf1222 and gismo_orf1223) and assimilatory nitrate reductase (NADH) (gismo_orf1215), were repressed significantly as well. 

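The nitrite reductase genes, each with 11 spots, had log2 ratios at 12 h, 24 h, 36 h and 48 h of -0.88, -1.26, -2.62 and -1.97 for gismo_orf1222 and 0.32, 0.19, -1.91 and -1.04 for gismo_orf1223, with a technical SD of 0.03 to 0.09. The value of gismo_orf1223 at 48 h was -0.81 with 75th percentile scaling and -0.76 with cyclic loess, short of 2-fold. The nitrate reductase gene gismo_orf1215 had -0.35, -0.42 and -0.52 at 12 h, 24 h and 48 h. At 36 h it was near background under high oxygen supply, at least 2.14-fold lower, and its log2 ratio was -0.97 with 75th percentile scaling.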

In our study, high oxygen supply also displayed negative effect on ammonium transporter. Ammonium transport proteins are a class of integral membrane proteins that specifically shuttle ammonium across biological membranes. In bacteria, ammonium transport proteins are used to scavenge NH_4_^+^/NH3 from their environment for uptake and assimilation of nitrogen, and they facilitate ammonium uptake when the extracellular ammonium levels are low^29,30^. 

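The ammonium transporter gene gismo_orf826 had log2 ratios of -1.77, -2.49, -3.94 and -2.54 at 12 h, 24 h, 36 h and 48 h, and gismo_orf3383 had -1.23, -2.39, -1.28 and -1.16. The other ammonium transporter genes differed over time: gismo_orf1966 had -1.22, -1.46, -0.53 and 0.33, and gismo_orf3118 had 0.47, 0.66, -1.65 and -1.64. The technical SD was 0.09 to 0.28, and the probes were well above background on both arrays at each time point.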

Four genes (gismo_orf826, gismo_orf1966, gismo_orf3118, gismo_orf3383) related to ammonium transport were found with significant down-regulated expression for at least two time points. The reduced activities of glutamate metabolism, nitrogen metabolism and ammonium transporter probably indicated nitrogen source was sufficient for cells under high oxygen supply.

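All 4 ammonium transporter genes, 7 of the 8 genes of glutamate metabolism and all 3 genes of nitrate and nitrite reductases were past 2-fold lower at some time point, measured or as a limit, and none was past 2-fold higher at any. These genes too were chosen by the paper on the same arrays, so the tally is not independent evidence. From these lower mRNA levels, the paper proposes that the nitrogen source was probably sufficient for the cells with high oxygen supply.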

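Table S1 describes 1 gene of the AraC family and 4 of the AsnC family among the up-regulated genes, 1 gene of the PadR family among the down-regulated genes, and 0 of the MarR family. The AraC and AsnC family genes given here lie outside the rule for named genes and were chosen after their values were seen. The AraC family gene gismo_orf4197 was near background under low oxygen supply at every time point, and was at least 3.29-fold, 2.28-fold, 2.11-fold and 1.56-fold higher at 12 h, 24 h, 36 h and 48 h. Of the AsnC family, gismo_orf4378 had a log2 ratio of 1.25 at 12 h and gismo_orf370 had 1.02 at 36 h, which was 0.99 with cyclic loess, short of 2-fold. gismo_orf2971 had 1.23 at 24 h and was at least 1.63-fold higher at 48 h. gismo_orf4379 was near background under low oxygen supply, where no fold can be given at 12 h, and was at least 1.07-fold higher at 24 h and 4.15-fold higher at 36 h. With values raised to a floor, its log2 ratio at 12 h was -0.11.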

In our study, high DO level results in an inevitable impact on some transcriptional regulators of *Arthrobacter* species, inducing AraC family and AsnC family transcriptional regulators and inhibiting PadR family and MarR family transcriptional regulators. The AraC family of bacterial transcriptional activators involves in diverse genetic systems, including regulation of the expression of some genes responded to stress and virulence such as antibiotics, organic solvents, and oxidative stress agents. For example, some members of the family control the production of virulence factors such as siderophores^31^. Comparative proteomics study also indicated that AraC transcriptional regulator may facilitate bacteria resistance to hexavalent chromium toxicity in *Shewanella oneidensis*^32^. AsnC is the first Lrp-related protein described in *E*. *coli*, and Lrp-related proteins are sometimes referred to as the Lrp/AsnC (leucine-responsive regulatory protein/asparagine synthase C products) family proteins which might be limited to bacteria and archaea. Lrp/AsnC family transcriptional regulators are known to regulate multiple cellular metabolisms globally (Lrp) or locally (AsnC)^33^. Members of the Lrp/AsnC family were reported to negatively regulate expression of branched-chain amino acid transport in *E*. *coli* or and *B*. *subtilis*^34,35^. For example, genes encoding a putative glutaminase and a putative amino acid/amine transport protein were negatively regulated responding to Lrp in *E*. *coli*. Therefore the repression of glutamate and branched-chain amino acid metabolism might be associated with induced AsnC family transcriptional regulator in our study. PadR proteins are involved in the regulation of the expression of enzymes participated in phenolic acid degradation and detoxification^36^. The PadR family is related to the bacterial and archaeal MarR family of transcriptional regulators which regulate a variety of biological functions, including resistance to multiple antibiotics and other toxic chemicals, adaptation to different environments and the expression of virulence factors^37^. 

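The PadR family gene gismo_orf3382 had log2 ratios of -0.38, -2.07, -0.68 and -1.21 at 12 h, 24 h, 36 h and 48 h (technical SD 0.11 to 0.16). The MarR family gene gismo_orf886 had 0.77, 0.35, -0.99 and -0.64 (technical SD 0.14 to 0.23). It was not past 2-fold at any time point except with spike-in scaling at 36 h (-1.16), which was chosen after seeing the data.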

In our study, two genes encoding PadR family transcriptional regulator (gismo_orf3382) and MarR family transcriptional regulator (gismo_orf886) both displayed significant down-regulation when cAMP achieved higher yield.

Some research suggested that the morphology of *Arthrobacter* cells was related to the cAMP levels of the cells, such as the cAMP levels in the rod stage cells are greater than in the spherical stage cells, or the extracellular cAMP levels increased significantly at the onset of stationary phase^38^. Biotin was reported to benefit the normal morphogenetic expression of *Arthrobacter* species^39^. 

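The biotin synthase gene gismo_orf4076 had log2 ratios of 0.59 at 12 h and 1.02 at 24 h, with a technical SD of 0.39 to 0.70 over the time points, so the value at 24 h exceeds 2-fold by less than its technical SD. Spike-in scaling, chosen after seeing the data, put it at 0.96. At 36 h the probe was near background on both arrays. At 48 h it was near background on 1 array and no fold can be given, and with values raised to a floor its log2 ratio there was -0.11.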

The gene (gismo_orf4076) encoding biotin synthase which catalyzed the formation of biotin was up-regulated under high oxygen supply, suggesting that higher yields of cAMP might be related to normal morphogenesis in this strain. The control of cAMP levels was considered to associate with cAMP excretion, cAMP hydrolysis by phosphodiesterase, and cAMP formation by adenylate cyclase (AC). 

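Genes are described in Table S1 only if they passed the 2-fold criterion, so a search of its descriptions covers changed genes alone. It found 0 genes described as adenylate cyclase and 1 described as phosphodiesterase, gismo_orf1438, a phosphodiesterase/alkaline phosphatase D. This gene, with 11 spots, had a log2 ratio of -0.38 at 12 h. At 24 h it was near background under low oxygen supply and at least 2.17-fold higher with high oxygen supply, and it was near background on both arrays at 36 h and 48 h.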

Since AC and phosphodiesterase exhibited nonsignificant changes under high oxygen supply, we hypothesized that massive accumulation of extracellular cAMP was due to efficient cAMP export in our strain. The mechanism of cAMP exit has been ascribed to an energy-dependent extrusion pump. For example, MRP4, -5, and -8, which were members of the multidrug-related protein (MRP) family, had been shown to their ability to transport cAMP^40^. One gene, *abcB3*, which was one of the ATP-binding cassette (ABC) transporters, could export cAMP in *Dictyostelium discoideum*^41^. AC toxin is known as a novel protein toxin, which is discovered by the presence of AC catalytic activity in commercial pertussis vaccines. The overproducing cAMP from this toxin is able to disorganize cellular signaling processes and cause cell death^42^. Thus we supposed that the exporter of cAMP might belong to a kind of drug efflux transporters. The microarray results showed that one gene (gismo_orf371) encoding Major Facilitator Superfamily transporter was induced obviously. However, the mechanism of cAMP secretion in *Arthrobacter* species remains poorly elucidated and the functions of multidrug transporters and ABC transporters of *Arthrobacter* species were largely unknown. Therefore further investigations need to be done in order to test the hypothesis and to explain the cAMP export system in this strain.

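The log2 ratios of gismo_orf371 were 0.16 at 12 h, 1.42 at 24 h, 2.09 at 36 h and 1.71 at 48 h, with a technical SD of 0.12 to 0.16. The gene with the preceding number, gismo_orf370, is 1 of the AsnC family genes of Table S1.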

The expression profiles of proteins and mRNAs are hypothesized to be strongly correlated based on the central dogma of molecular biology. However, the correlation between mRNA and protein abundances has been reported to be poor in most reports^43^. The discrepancy between mRNA and protein levels may be due to stabilities of RNA and protein, functional categories of a given gene/protein, protein regulation by post-translational modification, post-transcriptional regulation of protein amounts, experimental measurement errors, deficiency of mathematical analysis, and so on^44–46^. Some researches exhibited that expression levels of proteins and mRNAs correspond reasonably well on the whole, except some proteins and genes showing discordance^47^. Several studies showed that only 20–40% of the changes in protein levels were attributed to variable mRNA levels^48^. Moreover, many studies showed only a weak correlation or no correlation between mRNA and protein abundances^49^. In our study, 25 out of 54 successfully identified proteins exhibited the expression pattern disagreement between their abundances and mRNA levels. For instance, the protein abundance of 6-phosphogluconate dehydrogenase was down-regulated at 36 h, while the corresponding genes were up-regulated (Table 1 and Supplementary Table S1). 

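For 11 pairs of a protein spot and a gene whose identifier the paper gives, the direction of the array ratio was set beside that of the paper's protein ratio in Table S2. The pairs cover 10 genes, since gismo_orf3726 was found in 2 spots. The directions were the same in 5 of 11 pairs (4 of 10 genes) at 12 h and in 8 of 11 (7 of 10 genes) at 36 h. Of the pairs whose protein ratio was past 2.5-fold, the directions were the same in 1 of 2 at 12 h and in 7 of 10 at 36 h. At 12 h many array ratios lie near 1, and with 75th percentile scaling 8 of 11 pairs had the same direction. Several of the paper's protein ratios at 12 h lie near 1 too, such as 0.999 for gismo_orf3872 and 0.974 for gismo_orf1245, so their direction says little. The other identified proteins could not be joined to a probe and were not used here. The pairs are therefore not a sample of all identified proteins. The paper takes the disagreement of many proteins with their mRNA levels as a reason to combine transcriptomics and proteomics.

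**Figure D3:**
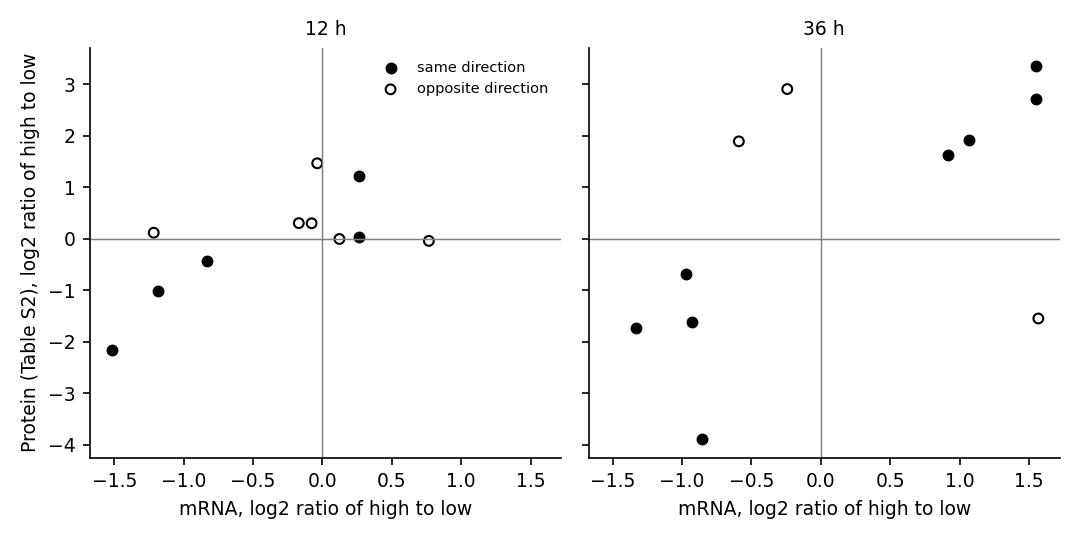
Log2 ratio of high to low oxygen supply of the mRNA (horizontal axis, from the arrays) and of the protein (vertical axis, the paper's values from Table S2) for 11 pairs at 12 h (left) and 36 h (right). Filled points have the same direction (5 and 8 of the 11 pairs) and open points opposite directions.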

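The gene gismo_orf3872, described as a decarboxylating 6-phosphogluconate dehydrogenase, had log2 ratios of 0.12, 0.91, 1.57 and 2.25 at 12 h, 24 h, 36 h and 48 h. gismo_orf2139, described as a 6-phosphogluconate dehydrogenase-like protein, had 1.23, 0.40, 0.75 and -0.06. The technical SD was 0.09 to 0.17 for both. With 75th percentile scaling gismo_orf3872 was past 2-fold at 24 h as well, at 1.14.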

And only 11 identified proteins showed quantitative agreement with their corresponding genes (a similar fold change in expression levels). However, this variation illustrates the importance of combination of the transcriptomics and proteomics data analysis. The transcriptomics and proteomics data can be used to complement each other in order to avoid analytic variations from each technology, or the detection of a good mRNA-protein correlation can improve the credibility of data analysis^50^.

There are also some limitations in our microarray and 2D results. Due to insufficiency of the *Arthrobacter* species gene databases, we still have a lot of genes which cannot match any known genes. And the method of 2D gel electrophoresis has many limitations, such as solubility problems and difficulties of detection of low abundance proteins^51^. In our proteomic analysis, 13 out of 67 spots failed in protein identification. Thus further verification and functional analysis are needed to confirm the results of our omics data analysis and to elucidate the molecular mechanism of cAMP production.

## Methods

### Microorganism, media and culture conditions

The strain used for biosynthesis of cAMP was *Arthrobacter* sp. CGMCC 3584 that isolated and stored in our laboratory. The seed culture medium contained in grams per liter: glucose 10, peptone 10, beef extract 10, and NaCl 3. The fermentation medium contained in grams per liter: glucose 50, urea 8, K_2_HPO_4_ 18, KH_2_PO_4_ 5, MgSO_4_ 0.1, biotin 0.01, hypoxanthine 8, NaF 0.4 and CoCl_2_ 0.005. The initial pH was adjusted to 7.0 by NaOH and the medium was autoclaved for 20 min at 115 °C. The seed cultures were incubated at 30 °C and 300 rpm for 18 h. Then the seed medium was transferred into a 5-L fermenter (NBS Bioflo-110) containing 3 L of fermentation medium at an inoculum dose of 10% (v/v). The fermentation parameters were controlled by a digital measurement and control system. The cultivation was carried out at 30 °C and aeration rate was 8 L/min. The pH was automatically controlled to within 7.0–7.2 with 2.0 M NaOH and 2.0 M HCl. Peanut oil (0.1%, v/v) added as an antifoaming agent. The agitations were set at 150 r/min and 350 r/min to construct low oxygen supply and high oxygen supply conditions, respectively. Tests were carried out in triplicates and the mean values were calculated for fermentation parameters.

### Sample collection

Samples (three biological replicates) were respectively collected at 12 h, 24 h, 36 h and 48 h under two different oxygen supply conditions for transcriptional analysis. Equal samples of each of the independent biological replicates were mixed together for DNA microarray analysis. For 2D gel separation, samples (three biological replicates) were respectively collected at 12 h and 36 h under two different oxygen supply conditions. The cells were pelleted by centrifugation at 5000 × *g* for 10 min at 4 °C and rinsed twice with ice-cold PBS buffer (137 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO_4_, and 2 mMKH_2_PO_4_, pH 7.40). All the cells were frozen immediately using liquid nitrogen and then stored at −80 °C.

### Genome Sequence

Whole-genome sequencing of *Arthrobacter* sp. CGMCC 3584 was performed using the Roche 454 Genome Sequencer FLX System (Majorbio, Shanghai, China). After the removal of duplications (by cd-hit-454), the clean data were assembled using GS Assembler. The finished results were analyzed and annotated using Glimmer, GeneMarker, Gismo, epos-blastview, blast2go, tRNAscan-SE, rnammer. The gene function annotation was predicted by using the Kyoto Encyclopedia of Genes and Genomes (KEGG), Clusters of Orthologous Groups (COG), and Gene Ontology (GO). Finally, 4,075 coding sequences (CDSs) were predicted and based on this information the following experiments were carried out.

### Transcriptome analysis

The *Arthrobacter* microarrays were customized using Agilent eArray program according to the manufacturer’s recommendations. Each customized microarray (8 × 15 K) contained spots with 4,075 gene-specific 60-mer oligonucleotides representing the 4,075 protein-coding genes in *Arthrobacter* sp. CGMCC 3584. Total RNA was amplified and labeled by Low Input Quick Amp Labeling Kit, One-Color (Cat#5190-2305, Agilent technologies), following the manufacturer’s instructions. Labeled cRNA were purified by RNeasy mini kit (Cat#74106, QIAGEN). Each Slide was hybridized with 600ng Cy3-labeled cRNA using Gene Expression Hybridization Kit (Cat#5188-5242, Agilent technologies) in Hybridization Oven (Cat#G2545A, Agilent technologies), according to the manufacturer’s instructions. After 17 hours hybridization, slides were washed in staining dishes (Cat#121, Thermo Shandon) with Gene Expression Wash Buffer Kit (Cat#5188-5327, Agilent technologies), followed the manufacturer’s instructions. Slides were scanned by Agilent Microarray Scanner (Cat#G2565CA, Agilent technologies) with default settings, Dye channel: Green, Scan resolution 5μm, PMT 100%, 10%, 16 bit. Data were extracted with Feature Extraction software 10.7 (Agilent technologies,). Raw data were normalized by Quantile algorithm, Gene Spring Software 11.0 (Agilent technologies). Genes with fold change bigger than 2 were considered to be significantly differential expression genes responding to different oxygen supply.

### qRT-PCR

Five selected genes were further validated by qRT-PCR. Gene-specific primers used for qRT-PCR were listed in Supplementary Table S3. QRT-PCR was carried out by the 7900 HT Sequence Detection System (ABI, USA) using ABI Power SYBR Green PCR Master Mix (ABI, USA) according to the manufacturer’s instructions. The fold change of each transcript in each sample relative to the control sample was measured in triplicates. The 16 S rRNA gene was considered as an endogenous reference. And the calculation of differential expression level was based on comparative threshold cycle method^52^.

### Proteome analysis

The samples were grinded to power with liquid nitrogen and then dissolved in lysis solution at 30 °C for 1 hour. The solution was centrifuged by 15000 *g* for 15 min at room temperature. The clear supernatant was collected and stored at −80 °C for isoelectric focusing (IEF). The protein concentration was determined by the bradford method. IEF was carried out on an IPGhor IEF System (GE Healthcare) with 300 μg of protein (450 μl) at 20 °C using the 24 cm drystrips (GE Healthcare, pH = 4–7). After equilibration, SDS-PAGE electrophoresis was performed by Ettan-DALT-Six system (GE Healthcare) at 15 °C. The gel was run for 45 minutes at 100 V then for 6–8 hours at 200 V. The gel was visualized by silver stain as described by Shevchenko *et al*.^53^. The stained gel was then scanned by the Image Scanner (GE Healthcare, USA) at a resolution of 300 dots per inch. All gel images were analyzed using PDquest 8.0 software. A threshold of p ≤ 0.05 and fold change ≥2.5 or ≤0.4 was used to select differentially protein spots. *P*-value was performed with Students *t* test. Selected protein spots were excised from gels and in-gel digestion with trypsin was performed as described previously^54^. Peptide MS and MS/MS were performed on an Ultraflex TOF/TOF mass spectrometer (Bruker). Both the MS and MS/MS data were integrated by Mascot2.3 (Matrix Science) for protein identification.

### Data availability

CDSs description:

1. Gene Expression Omnibus (GEO) accession GPL19020.

2. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL19020.

Gene expression data:

1. Gene Expression Omnibus (GEO) accession GSE99546.

2. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99546.

KEGG pathway database^55^:

1. Map00010, 00020, 00030, 00230, 00250, 00280, 00290, 00340, 02060.

2. http://www.genome.jp/kegg/pathway.html.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

# Supplementary material for: Comparative transcriptomic and proteomic analysis of Arthrobacter sp. CGMCC 3584 responding to dissolved oxygen for cAMP production
**Source:** Sci Rep. 2018 Jan 19;8:1246. doi: 10.1038/s41598-017-18889-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Comparative** **transcriptomic and proteomic analysis of *Arthrobacter* sp. CGMCC 3584 responding to dissolved oxygen for cAMP production**

Huanqing Niu, Junzhi Wang, Wei Zhuang, Dong Liu, Yong Chen, Chenjie Zhu & Hanjie Ying*

**Table S3 Primers used for qRT-PCR**

| Seq. Description | Primer Name | Sequence (5'to3') |
| --- | --- | --- |
| pyruvate kinase | CUST_5804_PI428272168 Forward Primer | CGCAAAAATTGTGGCTACGTT |
| CUST_5804_PI428272168 Reverse Primer | TCCAGTACCGCGAGTGTGTTT |
| fructose-bisphosphate aldolase | CUST_5998_PI428272168Forward Primer | CAAGAACTACGGCGTCAACATC |
| CUST_5998_PI428272168Reverse Primer | GGACAAAGCCGTCCAGCTT |
| phosphoglycerate kinase | CUST_7039_PI428272168Forward Primer | CAAACACCCTCAACGAACTCATC |
| CUST_7039_PI428272168Reverse Primer | CAGGTCACTTCGAACCAGAATG |
| succinyl-CoA synthetase subunit beta | CUST_6873_PI428272168 Forward Primer | TGAGCACTCCACCAACATCCT |
| CUST_6873_PI428272168 Reverse Primer | CTGGGCAATCATCACCTTGTTA |
| ribose-phosphate pyrophosphokinase | CUST_4456_PI428272168 Forward Primer | GCTGATGGAACAGCTGATCATG |
| CUST_4456_PI428272168 Reverse Primer | TGGCGGGCGTAGGGATA |
| 16S rRNA | 16s Forward Primer | ATGCGTAGCCGACCTGAGA |
| 16s Reverse Primer | GCTGCCTCCCGTAGGAGTCT |

How the deposited data were processed for this re-analysis (not part of the article)

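RNA of the Arthrobacter strain from fermentations at 150 r/min (low oxygen supply) and 350 r/min (high oxygen supply) was measured at 12 h, 24 h, 36 h and 48 h on 8 single-colour Agilent arrays. Each array holds a mixture of RNA from 3 cultures, so there is 1 array per oxygen supply and time point and no replicate. Processed signal intensities of each spot were made by the authors with the Agilent Feature Extraction software, which subtracts the background and removes spatial trends but does not normalize between arrays, and the same deposited files hold the mean signal and the median background intensity of each spot and marks for spots that are outliers, saturated or well above background. The log2 values in the table deposited by the authors had been quantile normalized across the 8 arrays with GeneSpring.

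Each array has 15203 spots for 8263 gene probes of 60 bases. Of these probes, 4075 represent genes of the strain and 4188 are named by coordinates alone. The processed signal was put on the log2 scale, spots marked as outliers (171 to 295 per array) were left out, the mean was taken over the spots of a probe, and the values were quantile normalized over all 8263 gene probes with limma 3.58.1 in R 4.3.3. No spot was saturated (0 per array). The median processed signal was 19.1 to 31.6 on the arrays of low oxygen supply and 16.1 to 27.1 on those of high oxygen supply, and of 77 negative control spots on each array 0 to 3 were marked as well above background. The 694 probes with 11 spots gave the SD between spots, with a median of 0.0981 to 0.163 per array for probes well above background and 0.371 to 0.560 for those near it. For a gene with 1 spot the SD came from these probes in 10 bins of signal. For a gene with 11 spots the technical SD was that of the mean over its spots. The number of arrays limits the precision.

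The log2 ratio of a gene is its value with high oxygen supply minus that with low oxygen supply at the same time point, and a gene was called at a ratio of at least 2 or at most 0.5, the criterion that the paper gives. A single average effect of oxygen supply was fitted with limma over the 4 time points, with the time point as a block and an intensity trend in the variance prior, and called at a Benjamini-Hochberg adjusted p under 0.05. The time points are successive stages of the fermentation and not replicates. Runs of neighbouring genes were counted in the order of the numbers in the gene names for the 3309 genes of the gismo_orf series, with at least 4 called genes in a run, and set against 10000 shuffles. The calling steps were tested on simulated data. For the calls at a time point 200 of 200 changed genes were recovered. The simulated changes there lay far past the threshold relative to the simulated noise. That result checks the code and says nothing about calls close to 2-fold or near background. For the average effect limma called 146 of 200 changed genes and 7 unchanged ones among 4069 genes. Other work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

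Genes were named in the text if the paper names them by identifier, if they had 1 of the 3 highest or 3 lowest log2 ratios at a time point among probes well above background on both arrays, if they were among the 5 with the largest mean log2 ratio in each direction of the genes called at all 4 time points, if they had 1 of the 5 smallest adjusted p of the average effect (ties in order of the unadjusted p), or if their description contains adenylate cyclase or phosphodiesterase. The names of 173 of the 694 probes with 11 spots were recovered from the normalized values in Table S1. Of the 68 genes that the paper names, 66 have a probe with a known name, and gismo_orf1682 and gismo_orf1321 do not. Gene descriptions were taken from Table S1, which describes only genes past 2-fold.

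The alternatives set before the data were examined were scaling to the 75th percentile, cyclic loess, normexp background correction with an offset of 50, the normalized values of the authors, the median over all spots with marked outliers kept, quantile normalization over single spots, values raised to a floor, only probes well above background, thresholds of 1.5-fold and 3-fold, neighbours up to 2 apart, and for the average effect no time block, no intensity trend and each time point left out. Scaling to the spike-in controls, quantile normalization over the 4075 genes of the strain and the requirement of at least 1 array well above background were chosen after seeing the data. The protein spots and the qRT-PCR were not analysed here, apart from the protein ratios of the paper that were set beside the array ratios. The functional categories of the genes were not analysed here because the files give none.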

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

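All tests in this part were chosen only after the result was seen. None of them covers the variation between cultures or hybridizations, since there is 1 array per oxygen supply and time point.

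The direction of the oxygen effect differed between time points for 117 genes, which were up-regulated at 1 time point and down-regulated at another. The difference between the time points was not tested. For 32 of these genes the ratios in both directions were well above background on both arrays, so probes near background do not account for them. Noise between spots at a time point without an effect does not account for them either, since over all 954 genes with a measured call it would give 0.389 opposite ratios past 2-fold. In the other ways of computing the values, between 2 of the 32 (normexp) and 32 stayed past 2-fold in both directions. For the other 85 genes an array was near background at every time point of 1 of the directions, so no measured ratio is left there. Noise near background cannot be told apart from a change where no limit past 2-fold remains either. Such a limit can remain, as for gismo_orf3425, with a log2 ratio of -1.25 at 12 h and at least 2.97-fold higher at 36 h. A change of the oxygen effect with fermentation time stays open as a hypothesis, as do differences between cultures, which were not tested.

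The genes gismo_orf4111 to gismo_orf4116, with descriptions of phenylacetate degradation, had a median log2 ratio of 1.57 at 24 h but of -1.78 at 12 h, -2.68 at 36 h and -0.30 at 48 h. In the same way, gismo_orf2780 to gismo_orf2783, with descriptions of a carbohydrate ABC transporter, had a median of 1.38 at 36 h and -1.59 at 24 h. The probes were well above background on both arrays, except for gismo_orf4114 at 36 h and gismo_orf2783 at 24 h, 36 h and 48 h. The difference between time points was not tested. These groups lie outside the rule for named genes and were chosen after their values were seen. An exchange of the labels of the 2 arrays of 24 h would reverse all ratios of that time point, but across genes these ratios correlated with the mean ratios of the other time points at r = 0.481, while the corresponding r was 0.385 at 12 h, 0.618 at 36 h and 0.431 at 48 h. This argues against exchanged labels. Shared probe sequence does not account for such groups, since 0 of 297 pairs of probes within runs of neighbouring genes shared 20 bases. A response of single operons to the culture state at 1 time point was not tested.

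Uricase (gismo_orf3429) had a log2 ratio of 2.29 at 48 h and of -3.75 at 12 h, -5.63 at 24 h and -1.18 at 36 h, and its probe was well above background on both arrays at each of them. The difference between time points was not tested. With normexp the value at 48 h was 0.74. It belongs to the 32 genes above. Its log2 signal with low oxygen supply fell from 10.1 at 24 h to 3.82 at 48 h, while with high oxygen supply it rose from 4.42 to 6.10.

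A signal was found in probes that the paper does not discuss. Of the 4188 probes named by coordinates alone, 136 (3.25%) were well above background on all 8 arrays and 3208 on none, while 2877 (70.6%) of the probes of the strain's genes were above background on all. Of the 136, 29 were past 2-fold at some time point. Their median log2 signal was 5.44, against 6.70 for the gene probes above background on all arrays. Sequence shared with the probes of the strain's genes was argued against, since 0 of the 136 shared 20 bases with any of them. Binding that rises with GC content is a candidate explanation: the 136 probes had a mean GC content 1.21 percentage points higher than the probes on no array (41.8% against 40.6%, permutation p = 2e-05, the smallest that the permutations can give). All 4188 probes together had a mean GC content of 40.7%, far below the 54.4% and 54.0% of the probes of the strain's genes with 1 and with 11 spots. The origin of the probes named by coordinates is not given in the files, so it is not known whether they were designed on this genome. Transcription from unannotated parts of the genome was not tested.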

How the results depend on the processing

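The tests with scaling to the spike-in controls, with quantile normalization over the strain's genes only, with the settings for runs of neighbouring genes other than the allowed gap, with the protein pairs and with the lists by pathway were chosen only after the result was seen. None of the settings covers the variation between cultures, since there is 1 array per condition. The time block sets the 2 arrays of a time point against each other.

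Cyclic loess, the authors' normalized values, the median over all spots and quantile normalization over single spots kept all 12 counts of up-regulated and down-regulated genes within 1.5 times their values, as did 75th percentile scaling and quantile normalization over the strain's genes. At 36 h the most genes were past 2-fold in every setting. In all 10 ways of computing the values, the nearest array of 8 of 8 arrays had the same oxygen supply.

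At the 2-fold threshold, normexp left the fewest up-regulated and down-regulated genes. Up-regulated were 32, 47, 65 and 46 genes at 12 h, 24 h, 36 h and 48 h, 117 at any time point and 5 at all 4, and down-regulated were 49, 80, 130 and 78, 211 at any and 3 at all 4. The cause lies in its construction, since the offset of 50 exceeds the median processed signal of each array. By list, normexp left 3 up-regulated genes of purine biosynthesis, 0 down-regulated genes of histidine metabolism, 3 of branched-chain amino acids, 3 of glutamate metabolism and 2 of ammonium transport.

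A threshold of 1.5-fold gave 555, 584, 791 and 612 up-regulated genes at the 4 time points, 1645 at any and 37 at all 4, and 508, 748, 986 and 769 down-regulated genes, 1737 at any and 72 at all 4. A threshold of 3-fold gave 45, 68, 106 and 88 up-regulated genes, 231 at any and 3 at all 4, and 64, 125, 236 and 101 down-regulated genes, 379 at any and 3 at all 4.

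Signal over background limits many of these counts. Among genes well above background on both arrays, 106 were up-regulated at 12 h, 120 at 48 h and 415 at any time point, and 244 were down-regulated at 36 h and 571 at any. With values raised to a floor, 130 genes were up-regulated at 12 h and 325 were down-regulated at 36 h, and 3 log2 ratios of probes near background changed sign: gismo_orf2788 at 36 h to 0.26, gismo_orf4076 at 48 h to -0.11 and gismo_orf4379 at 12 h to -0.11. The floor replaces values of probes near background, which shows the cause.

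Scaling to the spike-in controls gave 106 up-regulated and 426 down-regulated genes at 12 h and 22 genes down-regulated at all 4 time points. It moved the median log2 ratio of all genes to -0.24 at 12 h, -0.14 at 36 h and -0.14 at 48 h, 75th percentile scaling moved it to 0.13 at 36 h, quantile normalization over single spots to 0.10 at 48 h, and the floor to 0.21 at 36 h and -0.11 at 48 h. Which scaling is closer to the cells was not tested.

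The number of genes with an average oxygen effect was the least stable result. Against 17 genes (9 higher, 8 lower), limma called 31 with 75th percentile scaling (15 higher, 16 lower), 139 with the floor (54 and 85), 95 of the 2877 genes well above background on all arrays (38 and 57), 109 with spike-in scaling (18 and 91), and 15 to 20 in the other ways of computing the values. It called 0 without the time block (485 at an unadjusted p under 0.05) and 0 without the intensity trend (935). With each time point left out in turn limma called 0 to 14 genes: 14 without 12 h, all higher, 3 without 24 h, all lower, 0 without 36 h and 0 without 48 h, with 909, 674, 587 and 880 at an unadjusted p under 0.05. Fewer arrays contribute to the latter, and the other causes were not tested. Of the 5 genes with the smallest p, 4 were past the threshold with normexp, 2 without 12 h, 0 without the time block, without the trend or without 24 h, 36 h or 48 h, and 5 in the remaining settings.

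Of 383 log2 ratios of named genes, 230 were past 2-fold, and of these 215 stayed so with 75th percentile scaling, 222 with cyclic loess, 229 in the authors' values, 230 with the median over all spots, 222 with quantile normalization over single spots, 225 with quantile normalization over the strain's genes, 216 with spike-in scaling, 216 with the floor and 133 with normexp. Medians of gene lists found by description were not set against other genes, since the descriptions used here, from Table S1, cover only genes past 2-fold.

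Runs of at least 4 neighbouring genes numbered 5, 9, 11 and 5 at the 4 time points. They numbered 8 at 12 h with 75th percentile scaling and 8 with cyclic loess, 14 at 24 h with neighbours up to 2 apart, and 2 at 12 h, 5 at 36 h and 3 at 48 h among genes well above background on both arrays. At 12 h, 8 of 11 pairs of spot and gene had the same direction with 75th percentile scaling, against 5. The cause was not tested for these.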

Differences from the paper's values

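The paper states 145 values that were also computed here. Of these, 26 are counts or percentages, 105 are ratios of single genes and 14 are limits. By the rule used, 0 differ by more than 1.5 times. A ratio of a single gene also had to differ by more than its technical SD. A limit could differ only by lying above the paper's fold, so limits far below it were not counted. Both sets of values come from the same arrays, so their closeness is not an independent check.

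Where the authors' normalized values and only probes well above background on at least 1 array were used, 175, 189, 237 and 178 genes were up-regulated and 174, 318, 434 and 268 were down-regulated at 12 h, 24 h, 36 h and 48 h. These reach the paper's counts except for 1 up-regulated gene at 12 h, where the paper has 176. This setting was chosen after seeing the values and drops 1 of the paper's called items. Of the 1974 entries of Table S1, 1957 were called here and 17 were not, while the authors' normalized values called all 1974.

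Lower expression of gismo_orf1998 with high oxygen supply is stated in the paper. Here its probe was near background with high oxygen supply at 36 h, where no fold is given, and on both arrays at 48 h, and its log2 ratios at 12 h and 24 h were -0.00 and -0.57. At 48 h its ratio was past 2-fold lower, near background, in the main values, with cyclic loess, with the median over all spots, with quantile normalization over single spots or over the strain's genes (the last chosen after seeing the values) and in the authors' normalized values. The paper's Table S1 does not list it. Lower expression of gismo_orf1682 is also stated in the paper. That gene has no probe with a known name here and is likewise absent from Table S1.

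The paper names gismo_orf886 as down-regulated. It was not past 2-fold at any time point here, and its lowest log2 ratio was -0.99 at 36 h. With spike-in scaling, chosen after seeing the values, it reached -1.16 there.

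For gismo_orf2631 the paper gives a decrease. Its only spot was marked as an outlier at 24 h and left out, and at the other time points its log2 ratio was 0.11 to 0.17. With the median over all spots and in the authors' normalized values, where the spot is kept, the log2 ratio at 24 h was -1.16.

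At 48 h, gismo_orf871 is listed as down-regulated in the paper's Table S1. Its ratio here was 0.502. In the authors' normalized values, with the median over all spots, with 75th percentile scaling and with spike-in scaling, which was chosen after seeing the values, it was past 2-fold.

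No gene of the TCA cycle had an obviously reduced mRNA level according to the paper. A search of the descriptions in Table S1 with the names of TCA cycle enzymes found 8 genes, not all of them of the cycle, 6 of them past 2-fold higher at some time point, measured or as a limit, and 2 past 2-fold lower, gismo_orf2972 at 24 h with a log2 ratio of -1.26 and gismo_orf3425 at 12 h with -1.25. Neither is certain to belong to the TCA cycle, since the complex of gismo_orf2972 acts on pyruvate or 2-oxoglutarate and the description of gismo_orf3425 is that of a malic enzyme. The latter gene was at least 2.97-fold higher at 36 h, near background on 1 array. The call of gismo_orf4263 at 24 h is not counted, since it was near background on 1 array and only at least 1.46-fold higher. Hits described as isopropylmalate enzymes or deacetylases were left out after they were seen. The 6 genes that the paper names were not past 2-fold lower.

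According to the paper, phosphodiesterase did not change significantly. The gene gismo_orf1438, described as phosphodiesterase/alkaline phosphatase D, was at least 2.17-fold higher at 24 h, where its probe was near background with low oxygen supply. Its description does not say that it acts on cAMP, so it may not be the phosphodiesterase that the paper means.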

Other observations

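The tests in this part were chosen only after the result was seen, except for the average oxygen effect, the count of runs of neighbouring genes over all genes with its shuffles and the alternatives of scaling other than spike-in scaling and quantile normalization over the strain's genes. Groups of genes singled out here lie outside the rule for named genes and were chosen after their values were seen.

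More genes were past 2-fold at 36 h than at the other time points, and the array of 36 h with high oxygen supply had the fewest probes above background. Among the 2877 genes well above background on all arrays, 428 were past 2-fold at 36 h, against 202 at 12 h, 302 at 24 h and 282 at 48 h, so probes near background do not account for the order. Over all genes, noise between spots alone would give 60.0 genes past 2-fold at 36 h. It would give 70.3, 75.4 and 50.8 at 12 h, 24 h and 48 h. Among genes well above background on both arrays it would give 0.806 at 36 h and 3.27, 3.76 and 0.714 at the others. Noise between spots thus does not account for the order either. Differences between the cultures or hybridizations of 36 h were not tested, and a stronger effect of oxygen supply at 36 h stays open as a hypothesis.

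At 36 h more genes were down-regulated than up-regulated, and the share of up-regulated genes cannot be told apart from an effect of the scaling. It was 52.1% with 75th percentile scaling, 44.8% with quantile normalization over the strain's genes, 38.9% with cyclic loess and 27.6% with spike-in scaling, against 36.7%. Probes near background on the dim array of 36 h also stay open as part of the cause, since among genes well above background on both arrays the share was 45.2%.

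Genes past 2-fold at 36 h had consecutive numbers in their names, in 11 runs of at least 4 neighbours by number of the same direction. The highest number of runs in 10000 shuffles of the gene order was 6, with a mean of 0.593, which argues against a random order of the called genes. Probes of neighbouring genes did not share sequence, with 20 shared bases in 0 of 297 pairs within the 30 runs of all time points. Among genes well above background on both arrays 5 runs were left at 36 h, where the shuffles gave at most 2. The runs gismo_orf711 to gismo_orf714, with ratios past 2-fold up at all 4 time points, and gismo_orf529 to gismo_orf533, at 12 h and 24 h, each include a gene near background on an array, gismo_orf712 and gismo_orf530, so not all of their genes have a measured change. Another run is gismo_orf2048 to gismo_orf2052, mostly described as parts of a dipeptide and nickel transport system, with median log2 ratios of -0.08, 3.77, 3.29 and 3.14 at 12 h, 24 h, 36 h and 48 h over the genes well above background on both arrays, which leaves out gismo_orf2050 throughout and gismo_orf2052 at 12 h and 24 h. A candidate explanation is transcription in operons, which the genome positions would be needed to test.

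The genes gismo_orf2698 to gismo_orf2701, among them both subunits of cytochrome d ubiquinol oxidase, had median log2 ratios of -3.03 at 12 h, -0.13 at 24 h, -3.79 at 36 h and -3.49 at 48 h. With low oxygen supply their median log2 signal was 11.2, 10.9, 10.7 and 10.4, and with high oxygen supply it was 7.95, 10.8, 6.88 and 6.77, so the array of high oxygen supply at 24 h stands apart. The probes were well above background on all arrays. No other technical explanation was tested, nor was a lower oxygen supply in the cultures of 24 h.

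Large increases at 24 h, 36 h and 48 h were those of gismo_orf1888, gismo_orf1889 and gismo_orf983. Single faulty probes do not account for them, since 2 of 3 genes adjacent by number were past 2-fold up at 36 h, against 7.26% of all genes. The adjacent gismo_orf1887 had log2 ratios of 0.48, 3.38 and 2.54 at 24 h, 36 h and 48 h, and gismo_orf982 had 2.29, 1.92 and 2.00. No biological explanation was tested.

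Whether the 17 genes with an average oxygen effect could arise from chance cannot be decided from the splits of the arrays. With the time block, the real split was the only 1 of 8 splits that called as many genes and each other split called 0, but 8 splits cannot give a share under 0.05. Without the block, where limma called 0 genes (485 at an unadjusted p under 0.05), 35 of 35 splits called as many. That decides nothing because no split can call fewer than 0. At an unadjusted p under 0.05, the real split with the block had 974 genes and the next highest 279. Without the block, the 485 were exceeded by splits with 824, 587 and 1525 genes, and the remaining splits had fewer. The split with 1525 set 12 h and 24 h against 36 h and 48 h, and limma called 878 genes there.

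In the authors' normalized values, 330 entries past 2-fold are absent from Table S1. All 330 were near background on both arrays, while 1 of the 1974 listed entries was, as a filter on probes near background on both arrays would give. The paper's text does not name such a filter.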
